# Prefrontal cortex interneurons display dynamic sex-specific stress-induced transcriptomes

**DOI:** 10.1038/s41398-019-0642-z

**Published:** 2019-11-11

**Authors:** Matthew J. Girgenti, Eric S. Wohleb, Sameet Mehta, Sriparna Ghosal, Manoela V. Fogaca, Ronald S. Duman

**Keywords:** Molecular neuroscience, Depression

## Abstract

γ-aminobutyric acid (GABA) inhibitory interneurons play a key role in efferent and afferent control of principle neuron activity in the prefrontal cortex (PFC), thereby regulating signal integrity of cognitive and behavioral processes. Recent evidence suggests that specific subtypes of interneurons in the PFC mediate stress-induced depressive-like behaviors. Abnormalities of GABA interneurons, particularly the somatostatin (human, SST; mouse, Sst) subtype, have been reported in postmortem brains of depressed subjects and include sex differences that could explain the increased incidence of depression in women. Here, we analyze the transcriptional profiles and the effects of chronic stress in males vs. females on GABA interneuron subtypes in the PFC. Using *Sst-* and *Parvalbumin*-fluorescence tagged reporter mice and fluorescence-activated cell sorting (FACS) combined with RNA sequencing, we identify distinct transcriptome profiles for these interneuron subtypes in the medial PFC. Based on evidence that SST interneurons are altered in depression, we then determined the effects of chronic stress on this interneuron subtype. Chronic stress causes significant dysregulation of several key pathways, including sex-specific differences in the Sst interneuron profiles. The transcriptional pathways altered by chronic stress in males overlap with enriched pathways in non-stressed females. These changes occurred predominantly in decreased expression of elongation initiation factor 2 (EIF2) signaling, suggesting that dysfunction of the translational machinery of SST interneurons could be critical to the development of depressive-like behaviors in males. In addition, SST interneurons from females exposed to chronic stress show dysregulation of different, growth factor signaling pathways.

## Introduction

γ-aminobutyric acid (GABA) inhibitory interneurons modulate the afferents to dendritic fields of excitatory pyramidal neurons as well as the soma and efferent activity, enhancing the signal to noise ratio and thereby providing critical control of cognition, working memory, mood, emotion, and other complex behaviors^1,2^. Interneurons can be classified based on morphology and on expression of calcium-binding proteins and neuropeptides^3^, which contribute to their neurophysiological properties and their role in the compartmentalized microcircuitry in the cortex^4^.

Clinical and preclinical studies report deficits in specific interneuron subsets that are thought to contribute to the pathophysiology of major depressive disorder (MDD)^5–7^ and schizophrenia^8^, and in the response to stress^9^. Reduced cortical GABA levels^10,11^ and alterations in markers of specific subtypes of interneuron^12,13^ have been reported in postmortem brains of MDD subjects and in animal models of stress^14^. Two of the major interneuron subtypes are characterized by expression of the neuropeptide somatostatin (human, SST; mouse, Sst) (30%), which target dendrite terminals, or the calcium-binding protein parvalbumin (human PVALB; mouse, Pvalb) (40%), which target the somata of principle neurons. MDD patients show a significant reduction of SST-expressing interneurons^12,15–17^. Preclinical studies also show dysregulation of Sst-expressing interneurons after exposure to chronic stress^14,18–21^, and *Sst* deletion mutant mice exhibit behavioral and molecular features of MDD^22^. Cortical Sst interneurons in male mice also display significantly more differentially expressed genes (DEGs) compared to pyramidal neurons after chronic stress^23^. Together, these results suggest that stress impairs interneuron function in the medial PFC, especially in SST-expressing interneurons, and this contributes to principle neuron dysfunction and the development of anxiety- and depressive-like behaviors^24,25^.

MDD is markedly more prevalent in women than in men^26–31^. Women manifest different symptomology^32–34^, treatment responses^30^, and comorbidities^35^. The mechanisms underlying this sexual dimorphism are unclear. Postmortem transcriptome studies report that female MDD subjects have greater reductions in SST immunolabeling in anterior cingulate cortex than male MDD subjects^15,16^ and show reductions in amygdala SST, which are not observed in males^17^. However, the molecular and cellular mechanisms underlying these sex differences have not been determined.

Here we used cell type specific RNA sequencing (RNA-seq) to identify the molecular differences between male and female mice in two major cortical interneuron subtypes, Sst and Pvalb, and examine the sex-specific effects of chronic unpredictable stress (CUS) on the Sst subtype transcriptome. We find sex-dependent differences between the transcriptomes of SST and Pvalb interneurons, as well as sex-specific differential effects of CUS. Some of these effects parallel those observed in a recent human postmortem MDD gene expression data^36^. These results are the first to show sexual dimorphism of the transcriptome in a specific interneuron subtype under basal conditions and in response to stress exposure, effects that could contribute to sex-specific behavior differences in stress and depression.

## Materials and methods

### Animals

Male and female transgenic mice and wild-type littermates were obtained from in-house breeders. *Sst Cre* recombinase (*Sst*^CRE^) (#013044) and *Pvalb* Cre recombinase (Pvalb^CRE^) (#008069) mice were obtained from Jackson Laboratories and crossed with Ai9(RCL-tdTomato) mice that are Cre recombinase dependent (#007909), yielding *Sst*^*tdT*^ or *Pvalb*^*tdT*^ reporter mice. Behavioral studies utilized wild-type littermates from *Sst*^*tdT*^ cohorts; subsets of wild-type C57BL/6 mice were included to confirm behavioral responses. All behavioral and transcriptomic studies used animals heterozygous for *Sst*^*tdT*^ or *Pvalb*^*tdT*^. All studies were performed with mice 6–12 weeks old. Mice were housed in 11.5” × 7.5” × 6” polypropylene cages under a 12 h light-dark cycle with ad libitum access to water and chow. Animal use and procedures were in accordance with the National Institutes of Health guidelines and were approved by the Yale University Animal Care and Use Committee.

### Interneuron FACS and mRNA isolation

To isolate interneurons with tdTomato expression, PFC was rapidly dissected placed in digestion buffer (PBS/10% Papain). Following 20 min incubation at 37 °C, digestion was stopped with FACS buffer (PBS/1% BSA), followed by gentle dissociation with a glass Dounce homogenizer (Kontes Glass Company, Vineland, NJ). Single-cell solutions were spun down at 1000 rpm for 5 min, re-constituted in 600 μl of FACS buffer, and filtered (40 μm) into flow tube. Samples were sorted on a FACS Aria (Yale Immune Monitoring Core Facility) into lysis buffer; average yield was ~150,000 cells/sample. RNA was obtained with the Norgen Single Cell RNA Purification Kit (#51800; Norgen Biotek Corp., Thorold, Ontario, Canada).

### RNA-sequencing

100 ng of total mRNA was processed using the Pico RiboGone-Mammalian kit (TakaraBio, Kyoto, Japan) before cDNA synthesis. RNA-sequencing was performed on an Illumina HiSeq2500 using 75-bp, paired-end sequencing, at 35–40 million reads per sample.

### Real-time qPCR

RNA from FAC sorted cells was collected using an RNAqueous- micro kit based on the manufacturer’s protocol (Thermo Fisher, Waltham, MA). RNA (100 ng) was reverse transcribed to cDNA using the Superscript VILO cDNA synthesis kit (Thermo Fisher, Waltham, MA). Primers were designed with Primer3. cDNA was amplified on a CFX96 detection system (BioRad) by real-time PCR and normalized based on reference gene expression (GAPDH). Data were analyzed with the comparative threshold cycle method.

### Immunohistology

Brains were collected from mice after transcardiac perfusion with sterile PBS and 4% paraformaldehyde (PFA). Brains were post-fixed in 4% PFA for 24 h and incubated in 30% sucrose for an additional 24 h. Fixed brains were frozen and sectioned at 50 µm using a Microm HM550 cryostat. Free-floating sections were washed, then blocked for 1 h at room temperature. Sections were washed, then incubated with primary antibodies (1:1000 dilution): mouse anti-somatostatin (Millipore; MAB354) or rat anti-parvalbumin (Millipore; MAB1572) overnight at 4 °C. Sections were then washed and incubated with conjugated secondary antibody (1:1000 dilution) overnight at 4 °C. Brain sections were mounted on microscope slides and cover-slipped using Fluoromount-G and cell counts were performed by a condition blinded experimenter.

### Quantitative Immunofluorescence

For quantification of *Sst*^*tdT*^ or *Pvalb*^*tdT*^ interneurons, 2–3 adjacent brain slices containing the prelimbic and infralimbic subregions of the prefrontal cortex (Bregma 1.95–1.55) were selected for immunohistology. Bilateral images spanning all lamina were obtained in the prelimibic and infralimbic subregions. Immunofluorescence was visualized using an Olympus BX61WI confocal microscope with a ×20 objective (NA: FN26.5) (Tokyo, Japan). Images were captured with Fluoview (FV1000) and Hamamatsu high-resolution digital camera (ORCA-ER; Hamamatsu City, Japan). Manual cell counts were quantified by a blinded experimenter. Counts were summarized in each lamina based on distance from the midline, and averaged in each subregion, and the average across samples was used for statistical analyses (*n* = 4–6).

### Bioinformatics

FASTQ files were trimmed and assessed for quality before being annotated with the mouse genome (mm9) using TopHat2^37^. No bases were accepted below a quality of Q30. If the read was trimmed below the length of 45 bp, then the read was discarded. The reads were aligned to the mm10 reference genome using HISAT2 aligner^38^. The gene level and transcript level counts were obtained using stringTie^39^. The differential gene expression analysis was done using DESeq2^40^ with its default settings for scaling and transforming the data. The count data were used for differential gene expression analysis, all the visualization was done using FPKM values calculated per sample per gene. Genes were deemed significantly expressed if FKPM > 0.4. Samples that varied significantly from the group mean (>2 standard deviations) were eliminated from further results. Results were visualized using R (The Comprehensive R Archive Network. Cran.R-Project.org) and cummerbund^41^ (all codes used are publically available). Batch effects were removed using ComBat script. DEGs were assessed using Fisher’s exact test corrected for multiple comparisons (Benjamini-Hochberg, FDR of 0.05).Enrichment of gene ontology, network building, upstream and node gene identification were performed using Ingenuity Pathway Analysis (IPA) (Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Activation/inhibition states of the top enriched canonical pathways were examined using IPA’s activation *Z*-score tool. IPA’s network generation algorithm was used to identify the highly interconnected networks of the top ranked genes. All raw and processed sequencing data are available on GEO, accession number GSE138670. To identify correlations between the findings of the current study in mice with the results from a published study in humans, we reanalyzed and compared the male and female transcriptomic datasets^36^ for differential gene expression overlap between males with MDD and control females in area 25 (ventromedial prefrontal cortex). Area 25 was chosen as it is the most homologous human region to mPFC. Datasets were processed using IPA to identify overlapping transcripts between the cohorts. The overlapping transcripts were further processed for pathway identification and enrichment.

### Chronic unpredictable stress (CUS)

In the present study mice underwent 14 days of CUS exposure, as previously described;^42^ CUS included random exposure to light overnight, cage tilt, wet bedding, rat odor, white noise, food deprivation, water deprivation, light off during day, isolation, restraint, and strobe light. CUS exposure generally occurred over 4–6 h intervals in the morning and evening. This is a well-studied stress paradigm causing robust neurobiological changes that contribute to development of depressive-like behaviors^43,44^.

### Behavioral testing

#### Anxiety-like behavior

For open-field activity, mice were placed in a Plexiglas test apparatus (40 × 40 × 25 cm) and recorded for 15 min. Activity in the open-field was analyzed automatically (ANY-maze, Stoelting Company).

#### Forced Swim Test (FST)

FST was conducted as previously described^44^. Mice were placed for 10 min in a clear cylinder filled with water (24 ± 1 C, 18 cm depth). Sessions were video-recorded and scored for total immobility time. Time immobile during the 2–6 min block is reported.

### Statistical analysis

Data were analyzed with IBM SPSS Statistics and GraphPad Prism. Significant main effects and interactions were determined using one- (sex, treatment), or two- (sex × treatment) way ANOVA. Grouped analyses were completed without repeated measures and differences between group means were evaluated with Fischer’s least significant differences (LSD) test. Significant post-hoc group differences are only reported if protected by significant main effects or interactions with ANOVA. To determine significance between overlapping transcript lists we employed exact hypergeometric probability calculating whether the number of overlapping genes drawn from two independent lists is greater than expected by chance. Quantitative PCR data were analyzed using non-parametric Mann–Whitney *U*-test.

## Results

### Transcriptomic profiling of male vs. female Sst interneurons reveals unique profiles

Recent postmortem studies of MDD reveal whole-tissue transcriptomic differences in male and female subjects^36,45^. To examine possible sex differences in Sst interneurons, we characterize the transcriptome of GABA interneuron subtypes using transgenic mice with fluorescent tagged cells. Examination of the cell distribution shows the expected pattern of *Sst*^*tdT*^ positive cells across all layers of mPFC, with no significant differences in laminar distribution of Sst cells between males and females (Fig. 1a). To examine the integrity of the *Sst*^*tdT*^ mouse line for each interneuron subtype, we determined the overlap of *Sst*^*tdT*^ and Pvalb immunopositive cells and demonstrate very low (<10%) overlap between *Sst*^*tdT*^ interneurons with Pvalb positive cells (Fig. 1b). Cell counts show the lowest number of *Sst*^*tdT*^ positive cells in layer I with the maximum number observed in layer V (Fig. 1b). To confirm specificity of the td-Tomato tag we performed immunohistochemistry for endogenous Sst in mPFC sections of male *Sst*^*tdT*^ mice to confirm overlap (Fig. S1A).

**Fig. 1:**
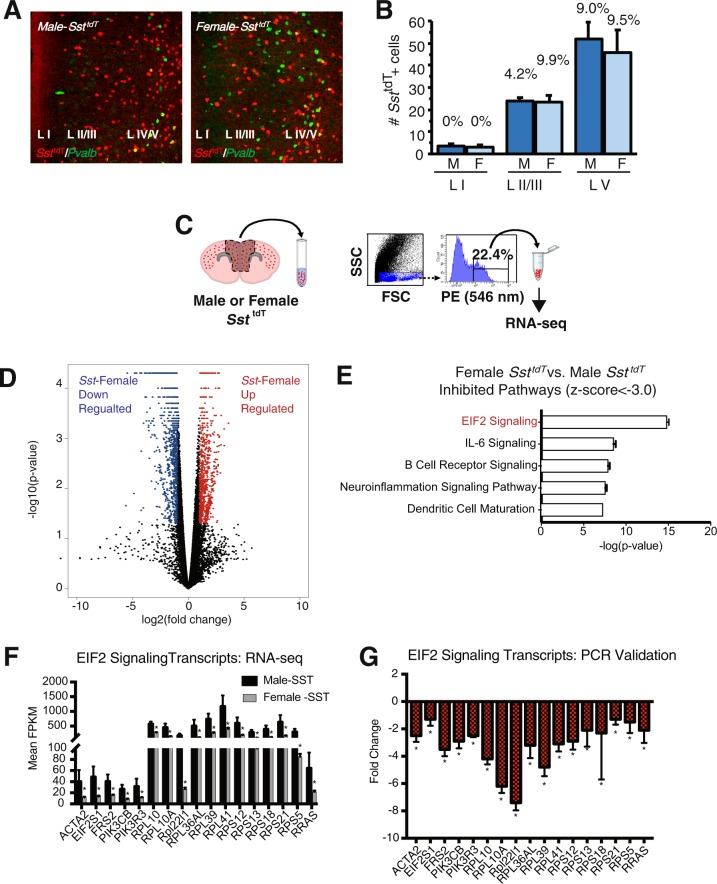
Transcriptomic analysis reveals differential expression in male and female *Sst*^*tdT*^ interneurons. **a** Representative confocal images of *Sst*^*tdT*^ mice with co-labeling for Pvalb. **b** Quantification of average number of *Sst*^*tdT*^ interneurons in each lamina of the medial PFC, percent represents proportion of *Sst*^*tdT*^ interneurons with co-expression of alternate marker. Here we show that 0–9.9% of *Sst*^*tdT*^ co-expressed Pvalb (*n* = 3/group; error bars indicate ± S.E.M.). **c** Schematic of procedure for FAC sorting interneuron subtypes followed by RNA-seq. **d** Volcano plot of genes differentially regulated between male and female *Sst*^*tdT*^ interneurons. Red dots indicate upregulated transcripts and blue dots represent downregulated transcripts. There are 1995 DEGs, *n* = 4–7 (FDR < 0.05). **e** Top five most significantly inhibited pathways (mostly downregulated) in female *Sst*^*tdT*^ interneurons vs. males. EIF2 signaling was the top inhibited pathway in females. **f** Mean FPKM of EIF2 signaling transcripts significantly lower in female *Sst*^*tdT*^ interneurons error bars indicate ± S.E.M. (FDR < 0.05). **g** Secondary confirmation of EIF2 signaling transcript expression levels in baseline male and female *Sst*^*tdT*^ interneurons by qPCR error bars indicate ± S.E.M. of log corrected Ct values (*n* = 3, Mann–Whitney*-U*, *p* < 0.01,)

Next we used FACS to selectively isolate *Sst*^*tdT*^ tagged cells from the mPFC of males and females, RNA was isolated, and RNA-seq was conducted (Fig. 1c). 

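The authors deposited 1 table of FPKM (fragments per kilobase of transcript relative to all mapped fragments, a value scaled for gene length and sequencing depth) with 23993 genes and 24 libraries of sorted interneurons. The comparison of the sexes rests on 7 libraries from control female Sst mice and 7 from control male Sst mice. The male titles are of 2 kinds. SST0-M, SST1-M, SST3-M and SST4-M carry a running number, as the female titles do except SST-F, and are called numbered here. SS04031R, SST040241L and SST04241LL carry a longer number that reads like a date, as do all 3 libraries of the CUS males, and are called dated here. SST0-M and SST1-M were near-identical: the SD of their log2 ratio over genes was 0.0212, and that of the next closest pair of male controls was 0.267. They were averaged and counted as 1 sample, which left 6 male samples, 3 numbered and 3 dated.

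The Methods state that reads were trimmed, aligned to mm10 with HISAT2 and quantified with StringTie, that samples more than 2 standard deviations from the group mean were eliminated, and that batch effects were removed with ComBat. The table holds FPKM and no counts, so the number of reads behind each value is unknown and no interval for counting error can be given. The smallest values of each library gave an approximate relative depth, from 0.459 to 2.47 times that of SST2-F over the 24 libraries. Total FPKM had a median of 298687 in the female libraries (highest 321207). It ranged from 311276 to 432075 in the numbered male libraries (median 380966) and from 681118 to 959187 in the dated male libraries (median 742665). Genes of small nucleolar and small Cajal body RNA held 53.5% to 60.3% of the total in the dated male libraries and 3.38% to 5.07% in the numbered ones.

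Values were compared as log2(FPKM + 1), so all log2 fold changes are on that scale, which shrinks the change of genes with low FPKM. Genes with a mean FPKM above 0.4 over the libraries compared, the paper's limit for expression, were tested with limma (trend and robust settings, two-sided, Benjamini-Hochberg adjusted p below 0.05). Table S1 gives the paper's mean of each gene in each group. After 1 constant factor, the mean of the 4 numbered male libraries was within 0.02 on the log2 scale of the paper's male mean in 100% of 1915 genes, and the mean of the 7 female libraries was within that distance of the paper's female mean in 100% of 1941 genes. SS04031R, SST040241L and SST04241LL are therefore samples the paper did not use in this comparison. The paper gives no reason for leaving these 3 out, apart from the general statement on eliminated samples.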

Overall, there were 12,585 co-expressed genes in male and female *Sst*^*tdT*^ tagged interneurons (Fig. 1d), with a high degree of correlation (*R*^2^ = 0.78, *Pearson’s* correlation) (Fig. S1B, Table S1). 

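With the paper's samples (7 female libraries and 3 numbered male samples), 13559 genes had a mean FPKM above 0.4 in both sexes. Pearson's R² across these genes, which are not independent replicates, was 0.867 on the log2 scale. With all 6 male samples the number was 13760 and R² was 0.852, while with the 3 dated male samples alone they were 13508 and 0.718. A further 701 genes were above the limit only in females and 470 only in males when all male samples were used, and 10875 genes were above it in every library of both sexes. The setting that moved R² most was the linear scale of FPKM, on which it was 0.0329 over the 13760 genes. That setting was run with all 6 male samples only, which include the 3 dated ones with most of their FPKM in small RNA genes. No linear value was computed for the paper's samples, so the effect of the scale on the paper's R² is not known.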

We found 1995 DEGs (FDR < 0.05), with 1461 genes downregulated (blue) and 534 upregulated (red) in females compared to males (Fig. 1d). 

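With the paper's samples, 14443 genes were tested and 493 had an adjusted p below 0.05 (limma), 240 of them lower and 253 higher in females. Of the 1995 genes in the paper's list (Table S1), 1991 were tested, 99.2% changed in the paper's direction and 353 were among the 493. Adjusted over that list alone, 1141 genes passed, but since the list is the paper's own calls on these libraries, this number shows no stability. With all 6 male samples, 14498 genes were tested and 1699 passed, 789 lower and 910 higher in females. Of the genes in the paper's list, 86.6% then changed in the paper's direction and 542 passed. After scaling these libraries to a common median, more genes were lower (954) than higher (743) in females. Set against the dated male samples alone, 6032 genes passed, 2771 lower and 3261 higher in females, and 64.3% of the paper's list changed in the paper's direction. The number thus depended on the choice of male libraries.

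By the rule set for naming genes, the largest falls in females among genes whose groups did not overlap were Eif2s3y, Kdm5d and Ddx3y, and the largest rises included Lars2 and Xist. The falls lie on chromosome Y of GRCm38.p6, Eif2s3y from 1010562 to 1049134. Eif2s3y was listed at 0 in all 7 female libraries and had 49.9 FPKM ± 21.6 (SD, n = 3) in the numbered male samples. Ddx3y, the other sex-linked gene given for each dated library, had 21.8 FPKM in SS04031R, 21.4 in SST040241L and 20.5 in SST04241LL, against 11.9 ± 2.61 (SD, n = 3) in the numbered males. Xist (chromosome X, 103460373 to 103483233, overlapped by Tsix) had 553.9 FPKM ± 60.6 (SD, n = 7) in females and at most 0.356 in any male sample, a log2 fold change of 8.91 with the paper's samples (standard error 0.16, limma adjusted p = 1.90e-11) and 8.97 with all male samples. Lars2 was listed at 0 in all 7 male libraries and had a mean of 797.4 FPKM in females, so no fold is given. A listed 0 can be a failed estimate.

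From these DEGs, the paper went on to rank pathways by p-value with IPA.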

Altered pathways were identified using IPA (all pathways are rank ordered by p-value). 

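IPA's list of EIF2 signaling genes is not in the paper's text, so the pathway score was not recomputed. Cytosolic ribosomal protein genes, most of the genes shown in Fig. 1f, were taken together as the mean log2(FPKM + 1) of 79 genes in each library. With the paper's samples, this mean was 6.72 ± 0.19 (SD, n = 7) in females and 7.37 ± 0.45 (SD, n = 3) in numbered males, a difference of −0.65 (two-sided exact permutation test, p = 0.0333). The mean lay below every numbered male in 6 of the 7 females. The dated males, which the paper did not use, had 6.86 in SS04031R, 6.50 in SST040241L and 6.49 in SST04241LL. Against all 6 male samples (6.99 ± 0.52) the difference was −0.27 (exact permutation test, p = 0.238), and against the dated males alone it was 0.10 (exact permutation test, p = 0.533). The relation thus held within the numbered titles only, and no female library has a dated title. Quantile normalization between libraries, run with all 6 male samples only, gave a difference of −0.07.

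Of 16 genes of Fig. 1f, 15 were lower in females with the paper's samples, with log2 fold changes from −1.69 to 0.02 (median −1.04). The adjusted p was below 0.05 for 1 of them and the unadjusted p for 13. That gene was Rpl10 (chromosome X of GRCm38.p6, 74270816 to 74273135, a host of the small RNA gene Snora70), with 270.9 FPKM ± 41.8 (SD, n = 7) in females and 516.8 ± 166.8 (SD, n = 3) in numbered males, a log2 fold change of −0.89 (standard error 0.22, limma adjusted p = 0.0483). Rpl22l1 (chromosome 3, 28805508 to 28807424) fell most, with 26.2 FPKM ± 6.64 (SD, n = 7) in females and 126.9 ± 141.1 (SD, n = 3) in numbered males, a log2 fold change of −1.69 (standard error 0.48, limma adjusted p = 0.0707). The spread among numbered males came from the averaged pair SST0-M and SST1-M: the mean log2(FPKM + 1) over the genes of the figure was 8.28 in the pair, 6.32 in SST3-M and 6.01 in SST4-M, and 5.91 ± 0.16 (SD, n = 7) in females. With all 6 male samples, 8 of the 16 genes were lower and 8 higher in females, and none passed either the adjusted or the unadjusted threshold. Against the dated males alone all 16 were higher in females, 13 with an adjusted p below 0.05. Whether the authors' counting split reads between ribosomal protein genes and their processed pseudogenes is not stated, so the values of single genes are uncertain.

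**Figure D1:**
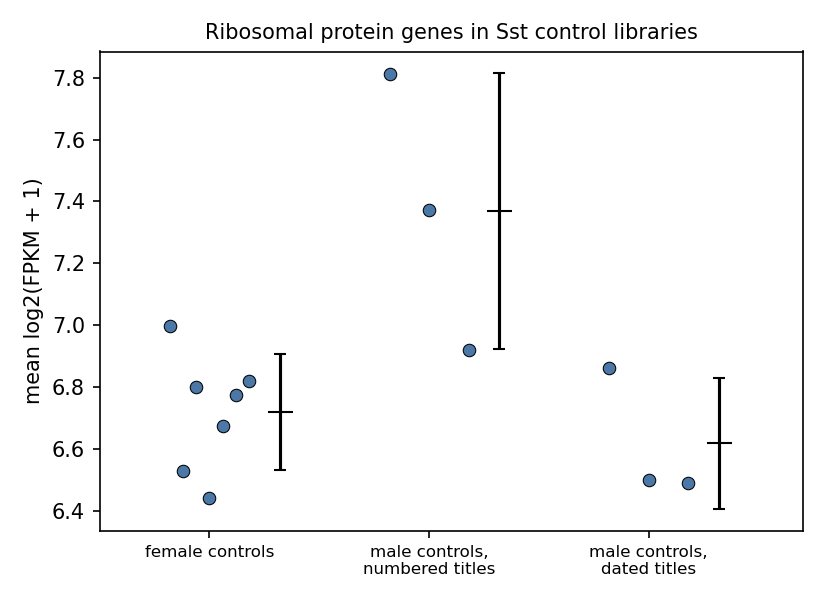
Mean log2(FPKM + 1) of 79 cytosolic ribosomal protein genes in each control Sst library, with the mean ± SD of each group. Females lie around 6.72, numbered males around 7.37 and dated males around 6.62, and quantile normalization shrinks the difference of the females from all males to −0.07.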

Notably, EIF2 signaling was the top inhibited pathway in females (Fig. 1e, f). A previous study of Sst interneurons conducted in males only reported a reduction in EIF2 signaling genes in response to repeated stress^23^. We confirmed the base line differences of seventeen genes in the EIF2 signaling significantly lower in females versus males by qPCR analysis (Fig. 1g, *p* < 0.01).

### Male and female *Pvalb*^*tdT*^ interneurons exhibit similar transcriptomic profiles

We examined *Pvalb*^*tdT*^ expression across the mPFC of male and female mice and found no significant difference in the number of *Pvalb*^*tdT*^ labeld cells between males and females (Fig. 2a). To examine the specificity of the *Pvalb*^*tdT*^ mouse line, we determined the overlap of immunopositive cells and found very low or no overlap of *Pvalb*^*tdT*^ and Sst neuropeptide immunolabeled cells (Fig. 2a, b). We detected few *Pvalb*^*tdT*^ positive cells in layer I and found layer V contained the most Pvalb positive cells. Unlike the profiles from *Sst*^*tdT*^ mice, interneurons from male and female *Pvalb*^*tdT*^ mice had relatively similar transcriptomic profiles. Male and female *Pvalb*^*tdT*^ interneurons co-expressed 12,749 genes. Of these, there were 112 DEGs. Further analysis revealed several pathways were decreased in females relative to males (Fig. 2d, Table S1) but notably not the EIF2 pathway, indicating this difference is selective to Sst interneurons.

**Fig. 2:**
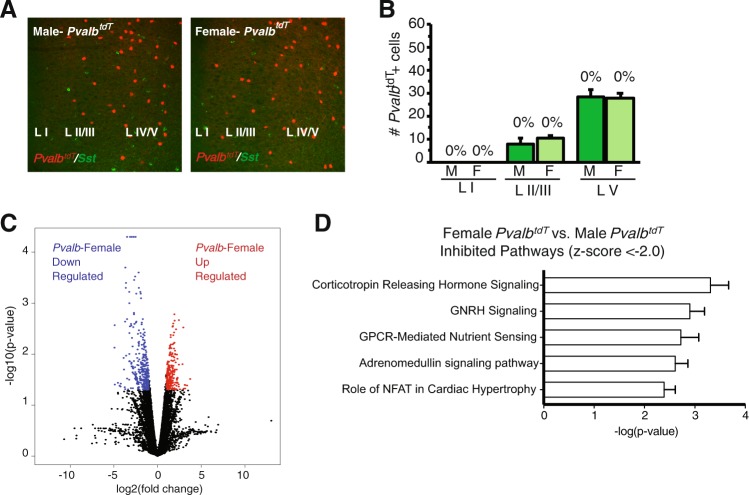
Transcriptomic analysis reveals few transcriptomic differences between male and female *Pvalb*^*tdT*^ interneurons. **a** Representative confocal images of *Pvalb*^*tdT*^ mice with co-labeling for Sst. **b** Quantification of average number of *Pvalb*^*tdT*^ interneurons in each lamina of the mPFC; percent represents proportion of *Pvalb*^*tdT*^ interneurons with co-expression of Sst. Here we show that 0% of *Pvalb*^*tdT*^ interneurons co-expressed Sst, error bars indicate ± S.E.M. (*n* = 3/group). **c** Volcano plots of differential gene expression between female and male *Pvalb*^*tdT*^ interneurons. Red dots indicate upregulated transcripts and blue dots represent downregulated transcripts in the female *Pvalb*^*tdT*^ interneurons. There are 112 DEGs (FDR < 0.05), *n* = 2–7 in *Pvalb*^*tdT*^ males vs. females. **d** Bar graph shows top 5 pathways for DEGs between male and female *Pvalb*^*tdT*^ that were inhibited and rank ordered by *z*-score

### Interneuron subtype-specific transcriptional profiling in the PFC

Next, we compared the molecular profiles of the PFC from naive, nonstressed *Sst*^*tdT*^ and *Pvalb*^*tdT*^ mice (Fig. S2a). 

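This comparison set the 14 control Sst libraries of both sexes against 7 control male Pvalb libraries. The 1 library from a nonstressed Pvalb female is not analysed here, so sex and cell type are partly mixed: the Pvalb side holds only libraries labelled male. Of these, PV1-M, PV4-M and PV5-M had Xist at 300.2 FPKM or more, which goes against the label, so comparisons that take sex from the labels are uncertain here. PV0-M and PV2-M were near-identical (SD of the log2 ratio 0.0170, and 0.225 for the next closest Pvalb pair) and were averaged, which left 13 Sst and 6 Pvalb samples. This SD was at most 0.276 among PV1-M, PV4-M and PV5-M, and at least 0.560 between them and PV3-M or PV6-M. It was at most 0.263 among SST1-F, SST3-F and SST4-F, and at least 0.413 between them and SST2-F, SST5-F or SST6-F. The permutation and limma tests, here, for the sexes and for CUS, treat all samples as independent, so their p-values may be too small. Total FPKM of the Pvalb libraries ranged from 321658 to 343714 (median 331128). In Table S1, the paper's Sst mean matched that of all 14 Sst libraries in 99.9% of 1427 genes, and its Pvalb mean matched that of the 7 male libraries in 14.7% of 1430 genes.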

We found enrichment of *Sst* transcript in the *Sst*^*tdT*^ interneurons and enrichment of *Pvalb* transcript in the *Pvalb*^*tdT*^ cells, indicating relatively pure sorting of each cell type (Fig. S2b). 

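Sst lies on chromosome 16 of GRCm38.p6 from 23889573 to 23891342, and Pvalb on chromosome 15 from 78191112 to 78206400. The Sst transcript had a mean of 9.24 FPKM in the 13 Sst samples, from 0 in SS04031R to 49.3 in SST-F, and 23.3 FPKM in the 6 Pvalb samples, from 12.5 to 30.5, with the 3 highest in the libraries with high Xist. On the log2 scale the difference was −2.05 (two-sided exact permutation test, p = 0.00656), and 10 of the 13 Sst samples lay below every Pvalb sample. With male Sst samples only, the difference was −3.33 (exact permutation test, p = 0.00216), the smallest p that 6 samples against 6 allow. With female Sst samples only it was −0.95 (exact permutation test, p = 0.0991). The Pvalb transcript had a mean of 0.373 FPKM in the Sst samples and 2.64 in the Pvalb samples, a log2 difference of −1.42 (exact permutation test, p = 0.000516), with 11 of the 13 Sst samples below every Pvalb sample. Pseudocount 0.1 gave −2.64 for Sst and −3.37 for Pvalb. Interneuron markers as a whole (10 genes) had a mean log2(FPKM + 1) of 1.52 in the Sst samples, where 12 microglia markers had 8.20. From the level of each transcript in its own line (Fig. S2b), the paper concludes that the sorting of each cell type was relatively pure.

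**Figure D2:**
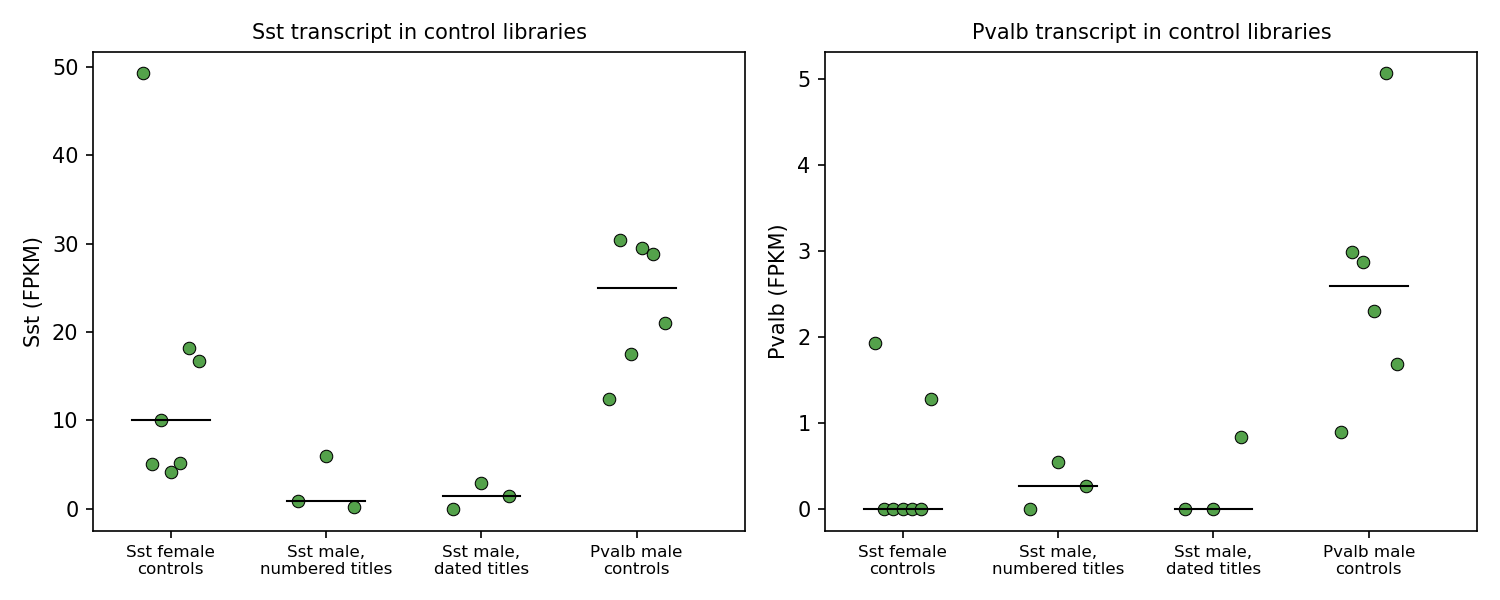
FPKM of the Sst transcript and of the Pvalb transcript in each control sample of the Sst and Pvalb lines, with a line at the median of each group. The Sst transcript is at 49.3 FPKM in SST-F and at most 18.2 in the other Sst samples, and the Pvalb transcript is highest in Pvalb samples.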

The transcriptomes of *Sst*^*tdT*^ and *Pvalb*^*tdT*^ interneurons showed broad overlap between cell types, but also significant differences. Of the 12,622 co-expressed genes, 1481 were DEGs (Fig. S2C); 156 genes were expressed in *Pvalb*^*tdT*^ interneurons exclusively, while 228 were expressed only in *Sst*^*tdT*^ interneurons (FDR < 0.05). 

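A mean FPKM above 0.4 in both lines was found for 13679 genes, with an R² of 0.886 across genes on the log2 scale. Another 819 genes were above the limit in the Sst mean only and 467 in the Pvalb mean only. The mean on the other side was exactly 0 for 182 of the 819 and 44 of the 467. Of 14524 genes tested with limma, 1133 had an adjusted p below 0.05, 479 higher and 654 lower in Sst samples. The paper's list (Table S1) holds 1478 genes, of which 1475 were tested, 98.7% changed in the paper's direction and 608 passed here. The alternative that moved the number most was the mean of the microglia markers as a covariate, with which 2 genes passed and 1008 had an unadjusted p below 0.05. That mean was at least 8.80 in the Pvalb samples and at most 8.79 in the Sst samples. The covariate thus carried the contrast of the lines itself, and the drop does not show that microglial RNA accounts for the differences.

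The largest rises in Sst samples among genes whose groups did not overlap were Tnfaip6, Impa2 and Jmjd7, and the largest falls were Slc1a2, Slfn9 and Cacna1a. Tnfaip6 (chromosome 2 of GRCm38.p6, 52038113 to 52056681) had 7.12 FPKM ± 4.30 (SD, n = 13) in Sst samples and 0.863 ± 0.486 (SD, n = 6) in Pvalb samples, a log2 fold change of 2.01 (standard error 0.29, limma adjusted p = 0.000756). Slfn9 (chromosome 11, 82974316 to 82991830) had 1.48 FPKM ± 0.654 (SD, n = 13) and 9.44 ± 2.35 (SD, n = 6), a log2 fold change of −2.09 (standard error 0.21, limma adjusted p = 1.30e-05). Slc1a2 was listed at 0 in all 14 Sst control libraries and had a mean of 873.9 FPKM in Pvalb samples, so no fold is given.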

We identified different pathways enriched in *Pvalb*^*tdT*^ interneurons (Fig. S2D) indicating interneuron subtypes have transcript expression pattern differences.

### Chronic stress exposure alters multiple transcriptome signaling pathways in male *Sst*^*tdT*^ interneurons

Previous studies report altered SST expression is associated with depression and *Sst* gene deletion contributes to depressive-like behaviors in male mice^16,23^. There is less evidence of altered PVALB interneurons in MDD^46^. To further examine the role of Sst interneurons in stress responses, male and female *Sst*^*tdT*^ mice were exposed to 14 days of CUS. Counts revealed CUS reduced the number of *Sst*^*tdT*^ interneurons in layers II/III and V of the prelimbic PFC (main effect of CUS: F_1,27_ = 20.09, *p* < 0.0001) and infralimbic PFC (main effect of CUS: F_1,27_ = 72.11, *p* < 0.0001) of male mice (Fig. 3a, b); this could reflect a reduction of *Sst*^*tdT*^ cell number or decreased *Sst* expression. CUS did not significantly affect the number of *Sst*^*tdT*^ interneurons in layers I–V in the somatosensory cortex, though there was a modest reduction in layer VI (F_1,10 _= 12.9, *p* < 0.005; Fig. S3), indicating selectivity for reductions in PFC. Thus, CUS leads to deficits in Sst interneurons in mPFC, similar to what has been observed in postmortem tissue of depressed subjects. Behavioral analysis showed CUS exposure decreased the time spent in the center of the open field, and increased the latency to enter the center, indicating increased anxiety. In the FST, CUS significantly increased immobility time, a measure of behavioral despair (Fig. S4D, E). There was no significant effect of CUS on distance traveled in the open field (Fig. S4B).

**Fig. 3:**
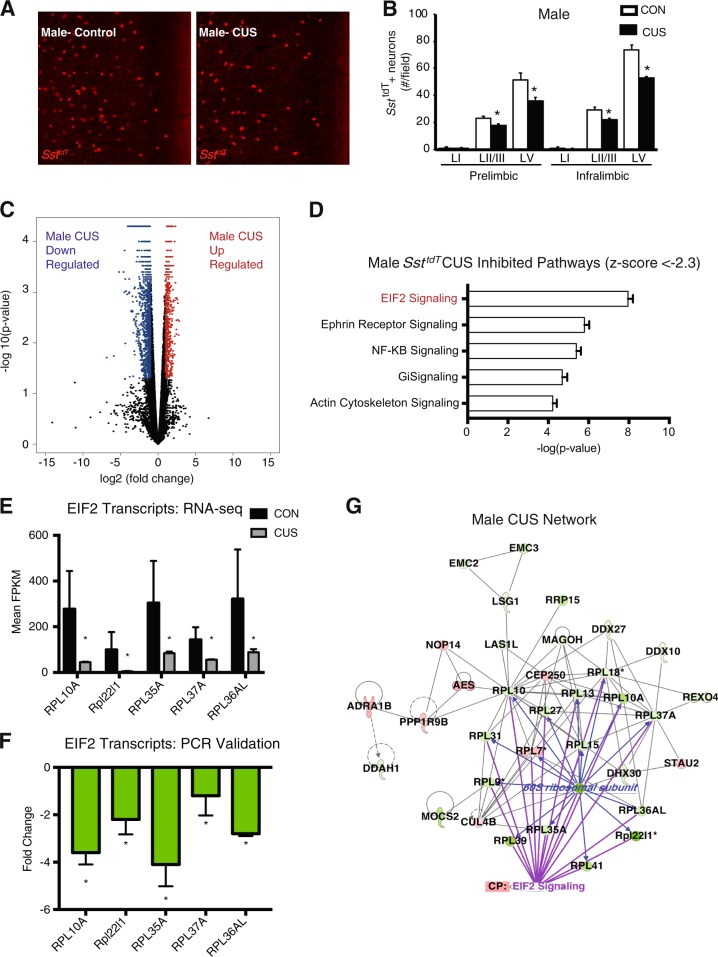
CUS alters *Sst*^*tdT*^ interneuron number and transcription patterns in the medial PFC of male mice. Male *Sst*^*tdT*^ mice were exposed to 14 days of CUS and 2–4 h after the final stressor mice were perfused and brains collected for histology. **a** Representative images of *Sst*^*tdT*^ interneurons in the infralimbic subregion of the medial PFC of CUS exposed and control male mice. **b** Average number of *Sst*^*tdT*^ interneurons in each layer of prelimbic and infralimbic medial PFC are shown; bars are the mean ± S.E.M. (*n* = 4–7/ group). Means that are significantly different than respective control group based on ANOVA are noted: *p *<* 0.05). **c** Volcano plot of genes differentially regulated by CUS, *n* = 3–7 (FDR < 0.05). Red dots indicate upregulated and blue dots represent downregulated transcripts (FDR < 0.05). There were 1581 genes differentially regulated by CUS. **d** Top 5 signifcantly inhibited pathways in CUS male *Sst*^*tdT*^ interneurons. EIF2 signaling is the most inhibited pathway (most number of downregulated transcripts). **e** Mean FPKMs of EIF2 signaling transcripts in the CUS network; error bars indicate ± S.E.M. (FDR < 0.05). **f** Secondary confirmation of EIF2 signaling transcripts in the *Sst*^*tdT*^ male CUS network by qPCR; error bars indicate ± S.E.M. of log corrected Ct values (*n* = 3, Mann–Whitney *U*, *p* < 0.01). **g** Ingenuity pathway analysis generated CUS network. This pathway received a score of 35 and has 34 focus molecules with a hub at the 60 s ribosomal subunit. CP indicates the canonical pathway EIF2 signaling and purple lines indicate the genes that are members

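Chronic unpredictable stress (CUS) lasted 14 days, and 3 libraries of Sst interneurons from stressed males were compared with the control Sst libraries. All 3 CUS libraries (SS04031LL, SS04031RL and SS04031RR) have dated titles. Their FPKM totals had a median of 1263723 and a lowest value of 780908, of which small nucleolar and small Cajal body RNA genes held 54.6% to 75.7%. Only 3 of the male controls share this kind of title, so against numbered controls the stress and the title series cannot be told apart. In Table S1, the control mean of this comparison matched the mean of all 14 control Sst libraries of both sexes within 0.02 on the log2 scale in 100% of 1573 genes, and that of the 7 male libraries in 4.01%. The paper's CUS mean matched that of the 3 CUS libraries in 100% of 1539 genes. The paper's text describes the controls as male and gives no reason for the female libraries in this mean. The SD of the log2 ratio over genes was at most 0.277 among the 3 CUS libraries, and 0.267 between SST040241L and SST04241LL. Between these 2 controls and SS04031R it was at least 0.635. Libraries this close may not be independent samples, so SDs and p-values that rest on 3 CUS libraries may be too small. Values were compared with the same test as for the sexes. The controls were first the 13 samples of both sexes that the paper's mean holds, then the 6 male samples.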

*Sst*^*tdT*^ cells were isolated from PFC of male mice after 14 days of CUS exposure; RNA-Seq was performed on equivalent numbers of purified *Sst*^*tdT*^ interneurons from the PFC. CUS resulted in differential expression of 1581 genes (CUS-DEGs) compared to control non-stressed male mice, with 1083 genes downregulated (blue) and 498 upregulated (red) (FDR < 0.05) (Fig. 3c, Table S1). 

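With the control samples the paper's mean holds (3 CUS and 13 control samples), 14538 genes were tested and 6 had an adjusted p below 0.05 (limma), all higher after CUS, while 3291 had an unadjusted p below 0.05. With the 6 male controls, 14319 genes were tested, 1 passed and 1070 had an unadjusted p below 0.05. Against the 3 dated male controls, 1 of 14186 genes passed and 956 had an unadjusted p below 0.05. Against the 3 numbered male controls, 2309 of 14326 genes passed, 1099 lower and 1210 higher after CUS, and this choice moved the number most. Of those genes, 2276 were also tested against the dated controls, where 1 passed and 71.4% changed in the same direction. The median size of their log2 change was 0.27, against 1.42 with the numbered controls. The same CUS libraries stand in both comparisons, which by itself favours the same direction. Of the paper's 1581 genes (Table S1), 1578 were tested with the controls of both sexes, 99.8% changed in the paper's direction and 3 passed. Adjusted over that list alone, 1131 passed, which shows no stability for a list called on these libraries. Against the dated controls, 1568 of the paper's genes were tested, 64.2% changed in the paper's direction and 168 had an unadjusted p below 0.05. The paper's list was called on the same CUS libraries, which favours its direction here as well. Against the numbered controls, where stress and title series cannot be told apart, 1578 were tested, 100% changed in the paper's direction and 1027 passed.

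Slc1a2, the 1 gene past the threshold with the 6 male controls, was listed at 0 in every control Sst library and had 826.3 FPKM ± 41.1 (SD, n = 3) after CUS, so no fold is given. The other 2 largest rises against controls of both sexes were Hist1h2af and Smco3. Smco3 (chromosome 6 of GRCm38.p6, 136829931 to 136835450, overlapped by BC049715) had 10.6 FPKM ± 1.39 (SD, n = 3) after CUS and 2.02 ± 1.22 (SD, n = 13) in controls, a log2 fold change of 2.04 (standard error 0.34, limma adjusted p = 0.0411). Hist1h2af had 5.30 FPKM after CUS, was listed at 0 in every control but 1 dated male, which had 0.699.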

Notably, the top CUS-inhibited pathway was EIF2 signaling, the same pathway identified to be significantly lower in naive, unstressed females compared to unstressed males (Fig. 3d, e). 

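The 5 genes of Fig. 3e are Rpl10a, Rpl22l1, Rpl35a, Rpl37a and Rpl36al. With controls of both sexes, all 5 were lower after CUS, with log2 fold changes from −1.88 to −0.49. None had an adjusted p below 0.05 (limma, smallest 0.143) and 1 had an unadjusted p below 0.05. That gene, Rpl10a (chromosome 17 of GRCm38.p6, 28328471 to 28331033), had 44.4 FPKM ± 2.70 (SD, n = 3) after CUS and 172.9 ± 160.9 (SD, n = 13) in controls, a log2 fold change of −1.57 (standard error 0.56, limma adjusted p = 0.143). With the 6 male controls all 5 were lower and none passed either threshold. Against the dated males alone, 2 were lower and 3 higher, from −0.15 to 0.64, and none passed either threshold. Against the numbered males, the 5 were lower and 3 passed.

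Taken as the mean log2(FPKM + 1) of the 5 genes, CUS libraries had 5.35 ± 0.07 (SD, n = 3), female controls 6.45 ± 0.15 (SD, n = 7), numbered male controls 7.64 ± 1.18 (SD, n = 3) and dated male controls 5.19 ± 0.34 (SD, n = 3). The difference of CUS from controls of both sexes was −1.09 (two-sided exact permutation test, p = 0.0536), from all male controls −1.07 (exact permutation test, p = 0.357) and from dated male controls 0.15 (exact permutation test, p = 0.6, with 0.1 the smallest that 3 against 3 allow). Of the dated controls, SS04031R, the only one that shares the number in the CUS titles, lay above all 3 CUS libraries, and the other 2 lay below them.

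**Figure D3:**
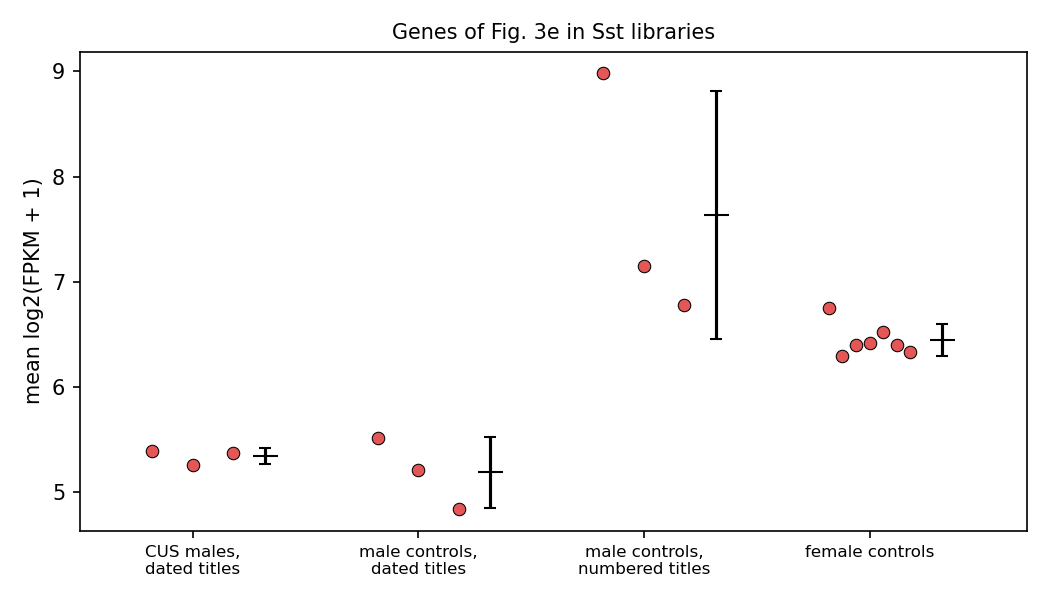
Mean log2(FPKM + 1) of the 5 genes of Fig. 3e in each Sst library, with the mean ± SD of each group. The CUS libraries, around 5.35, lie within the range of the dated male controls, and the female and numbered male controls lie higher.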

To validate the expression changes identified by RNAseq we performed quantitative real-time PCR, and confirmed downregulation of all of the EIF2 signaling genes tested, including *Rpl10a*, *Rpl221*, *Rppl35a*, *Rpl37a*, and *Rpl35al*) (*p* < 0.01) (Fig. 3f).

We also performed gene network co-expression analysis to determine if there is an Sst interneuron-specific transcriptional network induced by CUS in males (Fig. 3g). 

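The 34 genes shown in Fig. 3g were all in the table. Their mean log2(FPKM + 1) was 4.94 ± 0.01 (SD, n = 3) in CUS males and 5.24 ± 0.33 (SD, n = 13) in controls of both sexes, a difference of −0.31 (two-sided exact permutation test, p = 0.05). Against the 6 male controls (5.28 ± 0.51) it was −0.34 (exact permutation test, p = 0.333). Within the dated titles the control mean was 4.90 ± 0.11 (SD, n = 3), a difference of 0.04 (exact permutation test, p = 0.7), with SS04031R above all 3 CUS libraries and the other 2 below them, and against the numbered male controls it was −0.72 (exact permutation test, p = 0.1, the smallest possible). The network itself was drawn by IPA and was not recomputed.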

We identified a network centered around the inhibited 60S ribosomal subunit hub gene. The 60S ribosomal subunit makes connections with 15 CUS regulated genes (blue lines). Analysis of connections between EIF2 signaling members with the 60S ribosomal hub reveal 16 overlapping network members (purple lines). Taken together, these results indicate CUS exposure results in transcriptional alterations leading to inhibition of translation in male Sst interneurons.

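The mean of the 79 cytosolic ribosomal protein genes was 6.52 ± 0.08 (SD, n = 3) after CUS, with 6.43 in SS04031LL, 6.57 in SS04031RL and 6.58 in SS04031RR. It was 6.85 ± 0.39 (SD, n = 13) in controls of both sexes, a difference of −0.32 (two-sided exact permutation test, p = 0.1), and a difference of −0.47 from the 6 male controls (exact permutation test, p = 0.190). Against the dated male controls (6.62 ± 0.21, SD, n = 3) the difference was −0.09 (exact permutation test, p = 0.8), and against the numbered male controls it was −0.84 (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). All 3 CUS libraries again lay below SS04031R, and what the number it shares with the CUS titles stands for is not stated. The dated and the numbered male controls, none of them stressed, differed by −0.75 in the same measure. The paper reports lower EIF2 signaling genes after CUS by RNA-seq and also by qPCR (Fig. 3f), and the qPCR was not re-analysed here. From these genes and the 60S ribosomal network, the paper concludes that CUS alters transcription in a way that inhibits translation in male Sst interneurons.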

### CUS exposure results in non-overlapping sex-specific *Sst*^*tdT*^ transcriptional responses

We next examined the influence of CUS on female *Sst*^*tdT*^ interneurons. CUS exposure decreased *Sst*^*tdT*^ interneuron numbers in the mPFC, similar to males; there was a significant reduction in *Sst*^*tdT*^ in layer V of prelimbic (F_1,30_ = 4.65, *p* < 0.04) and infralimbic (F_1,30_ = 4.88, *p* < 0.04) cortex of female mice exposed to CUS with a tendency for a decrease in layer II/III of IL (*p* = 0.1) (Fig. 4a, b). Behavioral studies showed exposure of female mice to CUS produced effects similar to males in the open field test with decreased time spent in the center of the open field, and increased latency to enter the center (Figure S4C, D). Effects in the FST in females were also similar to males, with CUS exposure causing a trend for increased in immobility time (Fig. S4E, #*p* = 0.08). There was no significant effect of CUS in females on distance traveled in the open field (Fig. S4B).

**Fig. 4:**
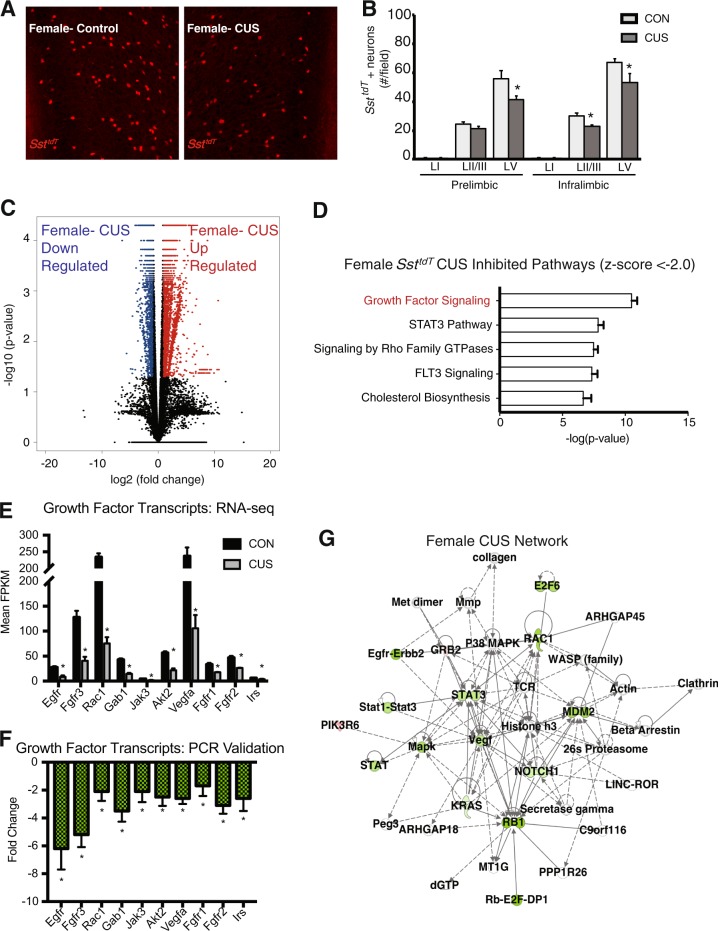
Influence of CUS on female *Sst*^*tdT*^ interneuron transcript expression. **a** Representative images of *Sst*^*tdT*^ interneurons in the infralimbic subregion of the medial PFC of female mice exposed to CUS or left undisturbed as controls. **b** Average number of *Sst*^*tdT*^ interneurons in each layer of prelimbic and infralimbic medial PFC are shown in bar graph. Bars represent the mean ± S.E.M. (*n* = 4–7/ group). Means that are significantly different from respective controls by ANOVA are noted by (*p *<* 0.05). **c** Volcano plots of differential gene expression between *Sst*^*tdT*^ interneurons of female control and CUS exposed. Red dots indicate upregulated transcripts and blue dots represent downregulated transcripts. There are 4642 DEGs (FDR < 0.05), *n* = 3–7 *Sst*^*tdT*^ males and females. **d** Top 5 significantly inhibited pathways in female *Sst*^*tdT*^ interneurons after CUS. The most inhibited (most downregulated genes) was the pancreatic adenocarcinoma signaling pathway comprised mostly of growth factors and growth factor signaling molecules. **e** Mean FPKMs of growth factor signaling transcripts decreased by CUS (FDR < 0.05) in the female CUS network; error bars indicate ± S.E.M. **f** Secondary confirmation of growth factor signaling transcripts in the *Sst*^*tdT*^ female CUS network by qPCR; error bars indicate ± S.E.M. of log corrected Ct values (*n* = 3, Mann–Whitney*-U*, *p* < 0.01). **g** Ingenuity pathway analysis generated a female CUS network centered on growth factors of the adenocarcinoma pathway. This network received a score of 17 and has 9 focus molecules with major hubs at *Vegf* and *Rac1*

Compared to non-stressed females, CUS-exposed females show transcript changes in 4642 genes in *Sst*^*tdT*^ interneurons (female CUS-DEGs), 2185 downregulated (blue) and 2457 upregulated (red) (FDR < 0.05) (Fig. 4c, Table S1). Interestingly, the EIF2 signaling pathway was not effected. Correlation between male and female CUS-DEGs was low (*R*^2^ = 0.302, *Pearson’s* correlation; Fig. S1C, upper panel). There was overlap of 941 genes between the male and female CUS-DEGs (601 up- and 340 downregulated; Fig. S1C, lower panel, Table S2). These data demonstrate CUS has a differential effect on the Sst interneuron transcriptomes of females compared to males.

We identified several CUS-disrupted pathways in female *Sst*^*tdT*^ interneurons, with pancreatic adenocarcinoma (primarily growth factors and refered to as such) being the most significantly altered (37 genes down- and 18 upregulated; Fig. 4d, e). We confirmed the downregulation of the top 10 significant growth factor signaling genes altered by CUS using qPCR (Fig. 4f, *p* < 0.01). IPA identified a growth factor specific network, consisting of several distinct hubs including *Vegf*, *Rac1, Notch1, Stat3*, and *Mdm2* (Fig. 4g). This network is wholly distinct from those identified in the male *Sst*^*tdT*^ CUS-DEGs, demonstrating a fundamental difference between the effects of CUS on male and female Sst interneuron transcriptomes.

### Sex-specific overlap between *Sst*^*tdT*^ interneurons and human postmortem transcriptomes

We compared *Sst*^*tdT*^ male-female DEGs to *Sst*^*tdT*^ male CUS-DEGs. 

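With the control libraries that match Table S1 (numbered males for the sexes, both sexes for CUS), 14244 genes were tested in both comparisons, of which 492 passed for sex and 2 for CUS, and 0 passed in both. Before adjustment, 3515 genes tested for sex and 3291 tested for CUS had p below 0.05. With all 6 male samples in both comparisons, 14074 genes were tested in both, 1626 passed for sex, 0 passed for CUS and 0 overlapped. With so few genes for CUS, these comparisons do not test an overlap. With the 3 numbered males as controls in both comparisons, 217 genes overlapped where chance gives 75.8 (one-sided exact hypergeometric test, p = 1.48e-54), but the same male libraries then stand on one side of both comparisons. Disjoint male controls removed this sharing: with numbered males for sex and dated males for CUS, 473 genes passed for sex and 0 for CUS, so no overlap could arise. With dated males for sex and numbered males for CUS, 1431 genes overlapped where chance gives 973.9 (the same exact hypergeometric test, p = 3.00e-98).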

There was a statistically significant (*p* < 0.0001) 23% overlap (Fig. 5a). 

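Of the 217 genes found with numbered male controls in both comparisons, 208 changed in the same direction in females as after CUS and 9 in the opposite direction. With the crossed disjoint controls, 27 of the 1431 changed in the same direction and 1404 in the opposite. Across all genes tested in both comparisons, which are not independent replicates, Pearson's r of the log2 fold changes was 0.44 with numbered males in both, −0.15 with all male samples in both, 0.35 with numbered males for sex and dated males for CUS, and −0.68 with the reverse. With the control libraries that match Table S1, r was 0.0011.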

Of these 465 genes, 383 differed in the same direction in non-stressed females as in CUS males, while only 82 differed in the opposite direction (Fig. 5a, Table S3). 

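In the overlap found with numbered male controls on both sides, 108 of the 217 genes were lower in both comparisons. Table S3 lists 465 genes, and by the paper's values 344 of them are lower in both, 54 higher in both and 67 of opposite direction. Of the 398 with the same direction, 98.7% changed in the paper's direction between females and numbered males here, and 12.6% between females and dated males. Between CUS and dated control males, 65.7% did, on the CUS libraries that also gave the paper's list.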

Most were downregulated (375 genes, Fig. 5a, middle panel). 

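Ribosomal protein genes, 79 of the 13937 genes tested in both comparisons with numbered male controls, made up 3 of the 217 overlapping genes where chance gives 1.23 (two-sided Fisher's exact test, p = 0.125). All 3 were among the 108 genes lower in both comparisons, where chance gives 0.612 (Fisher's exact test, p = 0.0234). In the paper's list (Table S3) there were 15 among 465, with 2.64 given by chance (Fisher's exact test, p = 4.28e-08). With dated males for sex and numbered males for CUS there were 27 among 1431, with 8.08 given by chance (Fisher's exact test, p = 7.56e-09). In that overlap 1404 of the 1431 genes changed in opposite directions, so such enrichment also arose without a shared direction. These tests treat genes as independent, which genes of one complex are not.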

When we analyzed the 465 overlapping genes, we found the genes predominantly fell within an inhibited EIF2 signaling pathway (Fig. 5a, lower panel).

**Fig. 5:**
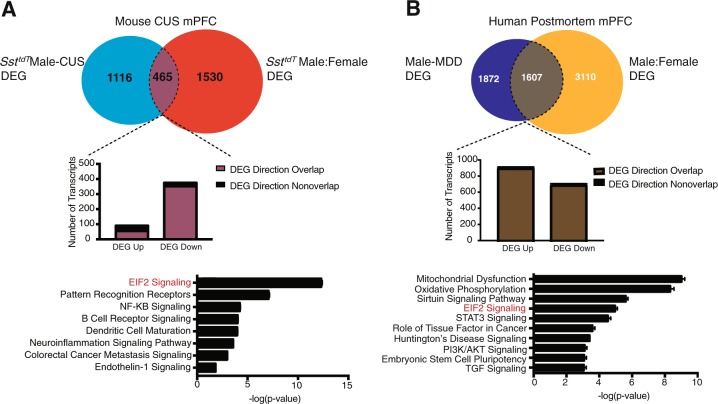
Comparison between mouse *Sst*^*tdT*^ interneuron CUS and human MDD transcriptional patterns. **a** Venn diagrams show overlap between *Sst*^*tdT*^ male CUS DEGs and *Sst*^*tdT*^ control female DEGs. 465 transcripts overlap between the two lists (*p* < 0.0001, exact hypergeometric probability). The bar graph shows the number of transcripts that are up or downregulated and the number that overlap in change and direction. There are 90 genes that were upregulated (55 overlapped and 35 no overlap). There are 375 genes that were downregulated (352 overlapped and 23 did not). Pathway analysis of the 465 overlapping transcripts reveals enrichment for EIF2 signaling (lower panel). **b** Transcript overlap between human males with MDD and control human females. The 1607 overlapping transcripts (*p* < 0.0001, exact hypergeometric probability) were analyzed for pathway enrichment (bottom panel). Middle bar graphs show the overlap in expression change between control females and male MDD subjects. Only 2 transcripts of 908 did not overlap for the upregulated direction and only 3 transcripts of 700 did not overlap in the downregulated direction

To examine the translational relevance of these sex-specific *Sst*^*tdT*^ transcriptional changes to MDD subjects, we used a publicly available transcriptome dataset (GEO, GSE102556) from Broadmann area 25 to identify human correlates to the mouse expression data^36^. We identified 46 enriched pathways between human females and males; the EIF2 signaling pathway was among them (number 13 of 46) (Fig. S5). We next compared DEGs in males with MDD to male-female human DEGs (Table S4). Of the 3479 DEGs in male MDD, 1607 (46%; *p* < 0.0001) overlapped with the male-female DEGs (Fig. 5b, top panel). Most genes were upregulated (908 genes) and only 2 genes from the male-female DEG comparison were expressed in the opposite direction. There were 700 downregulated genes overlapping and only 3 genes did not overlap in direction with the male-female DEG comparison. Pathway analysis of the overlapping genes revealed EIF2 signaling as a top pathways (Fig. 5b, bottom panel). Remarkably, EIF2 signaling is similar in control human females and depressed males (Fig. 5b), similar to our finding that EIF2 signaling in unstressed control female mice is similar to CUS exposed males.

## Discussion

Recent studies have begun to elucidate the transcriptomic architecture of depression in humans, including sex-specific differences^16,36^. These studies have been conducted on bulk tissue limiting the interpretation of dysregulated transcription in specific populations of cells. Here we have used *Sst*^*tdT*^ labeld cells and FACS to isolate a relatively pure population of Sst interneurons and show cell type- and sex-specific transcriptome alterations associated with chronic stress. These cell type-specific changes contribute to the heterogeneity of transcriptomic responses observed in RNA extracted from bulk tissue samples containing hundreds of cell types. This is the first study to combine cell subtype specificity and high throughput RNA-seq to parse transcriptomic differences in stress responses between males and females.

Comparison of male versus female transcriptome differences in *Sst*^*tdT*^ interneurons showed a high level of co-expressed genes, but also a relatively large number of significant DEGs (1995 genes). Most were downregulated in females compared to males. In contrast to the large number of DEGs in *Sst*^*tdT*^ interneurons, there were relatively few sex-specific DEGs in *Pvalb*^*tdT*^ interneurons (112 genes). Further analysis of *Sst*^*tdT*^ interneurons revealed the pathway with the greatest decreased in females compared to males was EIF2 signaling, which plays an integral role in the regulation of protein synthesis. Low levels of EIF2 signaling in females is notable, since a previous report conducted on males only demonstrated that EIF2 signaling was the most downregulated pathway in Sst interneurons exposed to chronic stress^23^, consistent with the results of the current male *Sst*^*tdT*^ CUS results.

Analysis of CUS effects on transcriptome changes in *Sst*^*tdT*^ interneurons shows further sex-specific differential effects. *Sst*^*tdT*^ interneurons from males displayed 1581 DEGs, with the majority, 1083 downregulated, and the most highly downregulated pathway EIF2 signaling. Females exposed to CUS exhibit more transcriptomic changes in *Sst*^*tdT*^ interneurons than males (4642 DEGs), indicating sex-specific responses. While there were baseline differences in EIF2 signaling (decreased in naive, nonstressed females vs. males), there was no further effects of CUS on this pathway. Rather, females exposed to CUS showed transcriptomic alterations in *Sst*^*tdT*^ interneurons not observed in males, most notably growth factor signaling.

These findings provide convergent evidence that EIF2 acts as a signaling pathway after exposure to chronic stress in males, in agreement with a previous study^23^ that found EIF2*-*related genes to be suppressed in stress-exposed Sst interneurons. Disruption of EIF2 signaling and subsequent reductions in protein translation have been implicated in several neurodegenerative disorders^47–49^ as well as rodent models of sociability and anxiety^50^. Further analysis reveals a co-expression network with the 60S ribosomal subunit as a major node with numerous additional RNA-binding proteins involved in translation control, all significantly downregulated. Rapid acting antidepressants, such as ketamine, increase synaptic protein synthesis via the mTORC1 signaling pathway^51^, which would oppose the disruption of translation indicated by the current findings. It remains unknown how aberrant EIF2 signaling in Sst interneurons and the neurobiological effects of stress are mechanistically linked.

We also identify further sex-specific effects in the transcriptome of *Sst*^*tdT*^ interneurons. While EIF2 was the most inhibited pathway in CUS-exposed males, it was significantly lower in unstressed female SST-expressing interneurons. Indeed, male-female *Sst*^*tdT*^ DEGs overlap 42% with *Sst*^*tdT*^ CUS-DEGs in males. 

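The overlap found with numbered male controls in both comparisons was 45.3% of the genes that passed for sex and 9.84% of the 2206 genes that passed for CUS, among those tested in both.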

Overlap is seen in many pathways beyond EIF2, including inhibition of *Nfkb* and inflammatory signaling. These parallels suggest aspects of the *Sst*^*tdT*^ interneuron transcriptome that are disrupted by stress in males are already lower at baseline in females.

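Between females and all 6 male samples, 55.3% of the genes that share a direction in Table S3 changed in the paper's direction, with a median log2 change of 0.06 in that direction. The corresponding median was 0.85 against numbered males and −0.73 against dated males. For CUS it was 0.96 against all male samples and 0.15 against dated males. From the parallels between unstressed females and stressed males, the paper proposes that part of what stress disrupts in male Sst interneurons is already lower in females at baseline.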

Remarkably, 46% of human male MDD DEGs overlap with human baseline control male-female DEGs. Moreover, EIF2 signaling is lower in control human females, similar to the effect we observed in control female mice. Women are more likely to be diagnosed with single episode or recurrent MDD than men^29,30^ and the results of the current study shed light on a potential mechanism by which SST interneuron transcriptomes respond to stress and how the differences are similar across species.

Decreased EIF2 signaling in females does not appear to effect behavioral measures of depression as similar anxiety- and depression-like behaviors are observed in male and female mice exposed to CUS (Fig. S4). The female animals only perform worse than the males in entries to the center of the open field (Fig. S4D), an indication of anxiety. A major difficulty in these studies is female rodents (mice and rats) display mixed behavioral responses depending on the model, including FST, learned helplessness, and sucrose preference, a measure of anhedonia^52–54^. The overlap between baseline females and CUS males raises important considerations regarding CUS, as well as other preclinical stress models. While human females are more likely to develop depression, it is important to consider female rodents do not always display a similar vulnerable behavioral phenotype to stress compared with male rodents^55–57^. Historically, these studies have been conducted predominantly in males, and some behavioral paradigms are particularly problematic. For example, in the chronic social defeat model, the dominant male used for defeat of subordinate males will not attack female mice, making it very difficult to use this model for studies of females. There have been recent modifications, but social defeat is still not used as a mainstream model for female studies^58,59^. These studies highlight the need for development of additional behavioral models displaying increased vulnerability in female rodents similar to what is observed in humans.

To conclude, we have performed the first study of the sex-specific transcriptomic changes of interneuron subtypes and the effects of chronic stress on these cells. The results have identified a chronic stress co-expression transcriptomic network in Sst interneurons implicating deficits in protein translation as most effected by CUS exposed males. Further, the data demonstrate that unstressed female Sst interneurons are molecularly similar to male CUS exposed Sst interneurons, a finding in general agreement with results of transcriptome studies of human female controls compared with male MDD subjects. Further, in CUS exposed female Sst interneurons, there is disruption in different pathways, notably growth factor signaling, that is not observed in male Sst interneurons. Further investigation should extend this work to assess the transcriptomic profiles of other neuronal cell types with an emphasis on sex-specific differences. It would also be interesting to investigate the influence of antidepressant treatments on sex-specific differences of the Sst interneuron transcriptome. As noted earlier, pathways controlling protein synthesis (i.e., mTORC1 and eEF2 kinase) are downstream of the major targets of rapid acting antidepressants like ketamine, and it is possible these agents could reverse, in part, the stress-induced transcriptomic changes. The results of the current and future studies could provide insights for the development of more effective, and even sex- and cell-specific therapeutic agents for the treatment of MDD.

## Supplementary information

Supplemental Figures

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental legends

# Supplementary material for: Prefrontal cortex interneurons display dynamic sex-specific stress-induced transcriptomes
**Source:** Transl Psychiatry. 2019 Nov 11;9:292. doi: 10.1038/s41398-019-0642-z

Figure S1

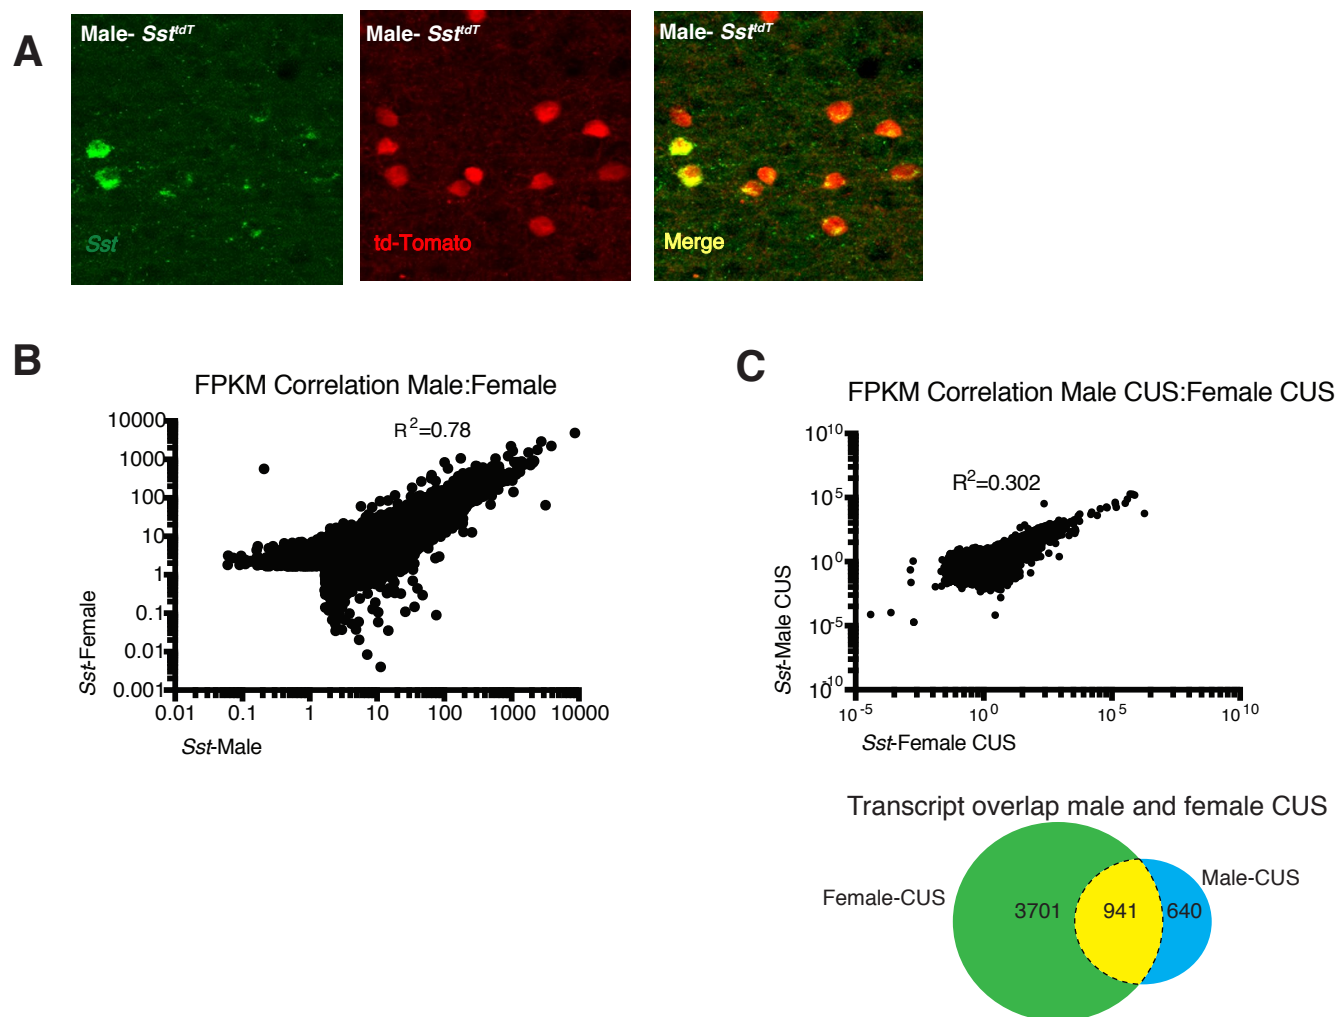

Figure S2

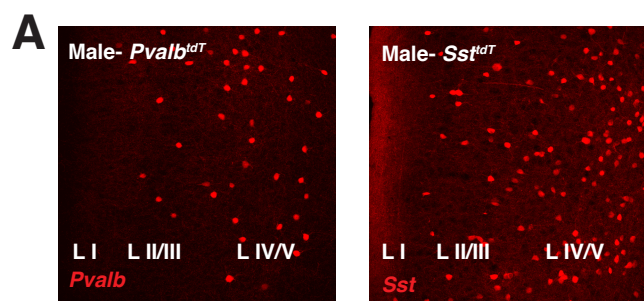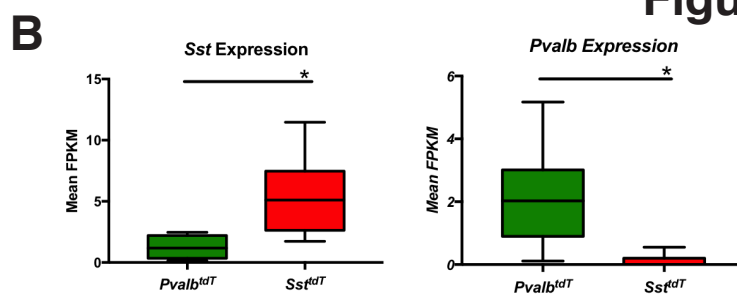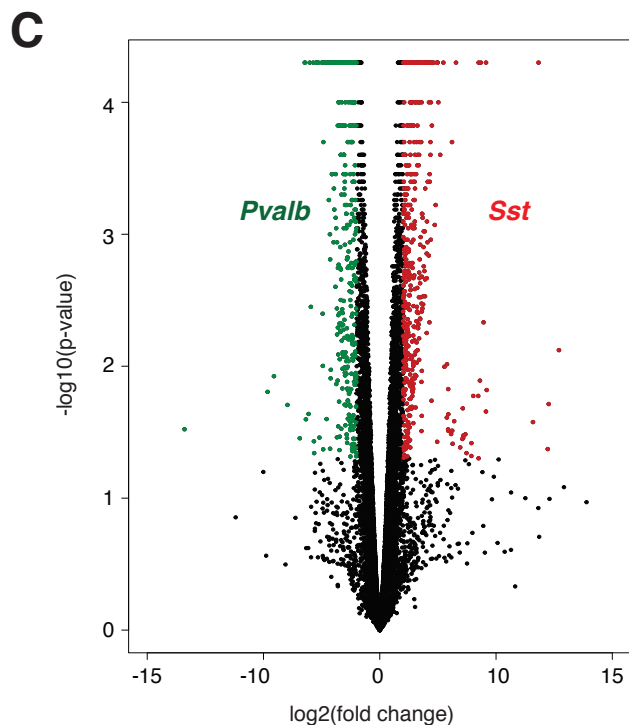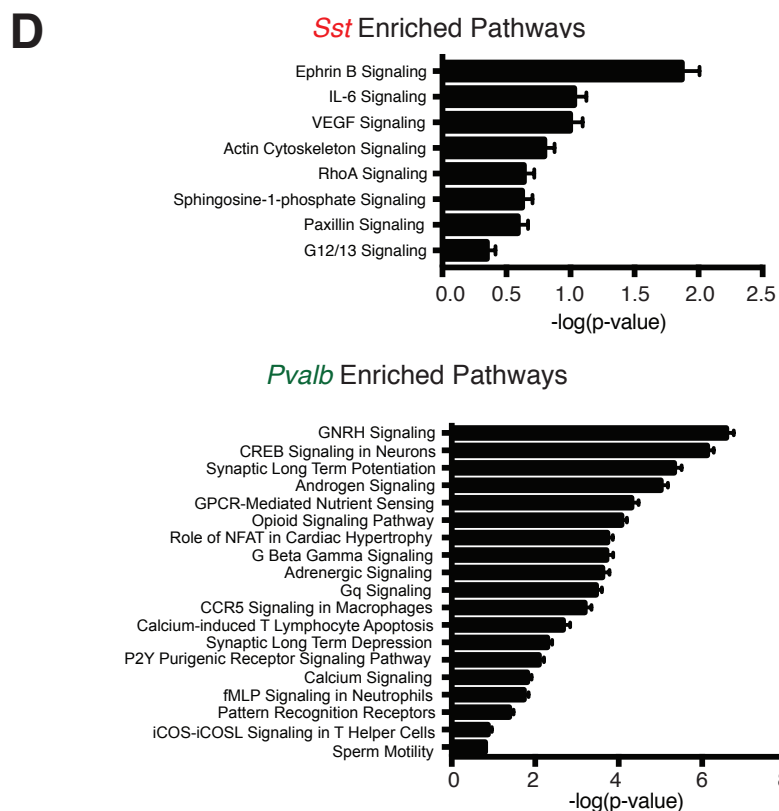

A

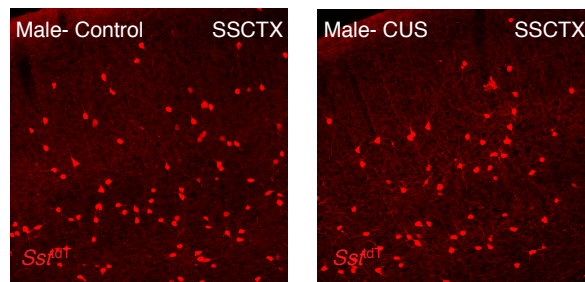

B

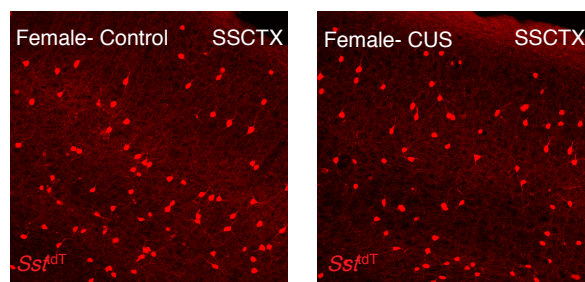

C

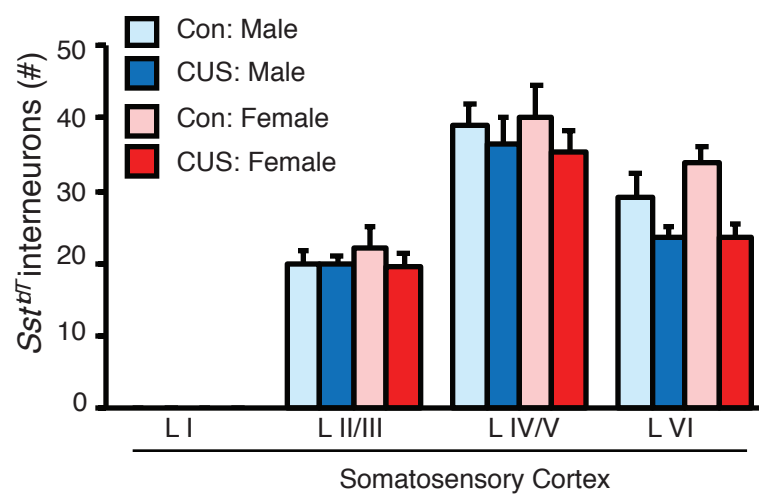

Figure S4

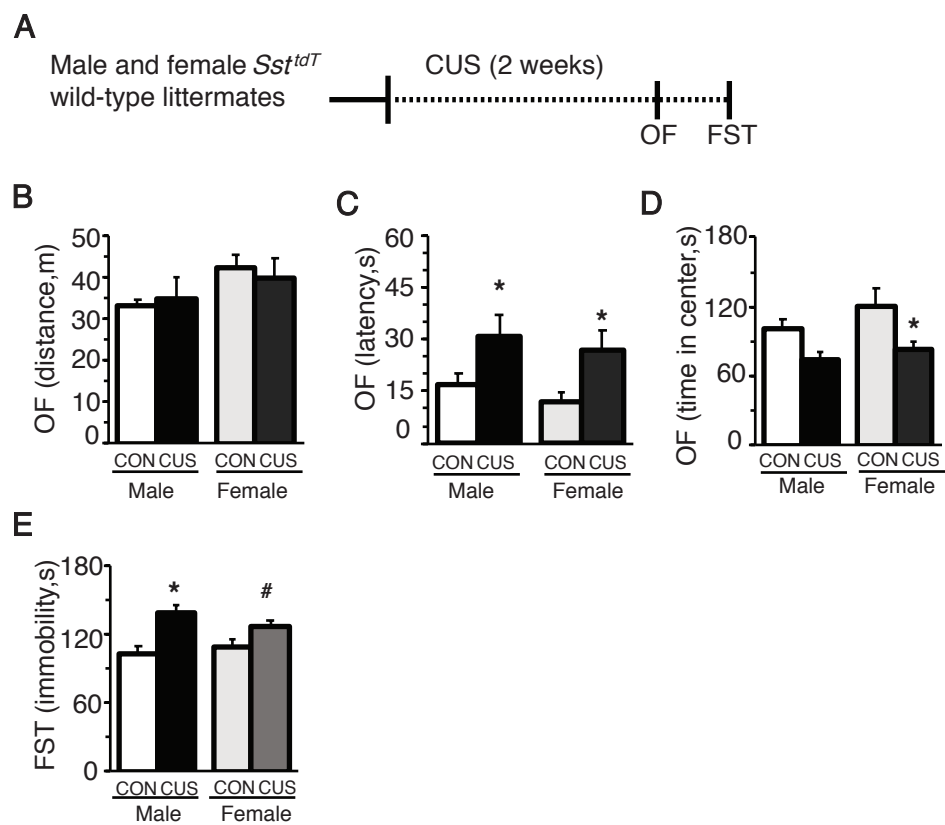

**A** Pathways enriched for DEGs between baseline human males and females

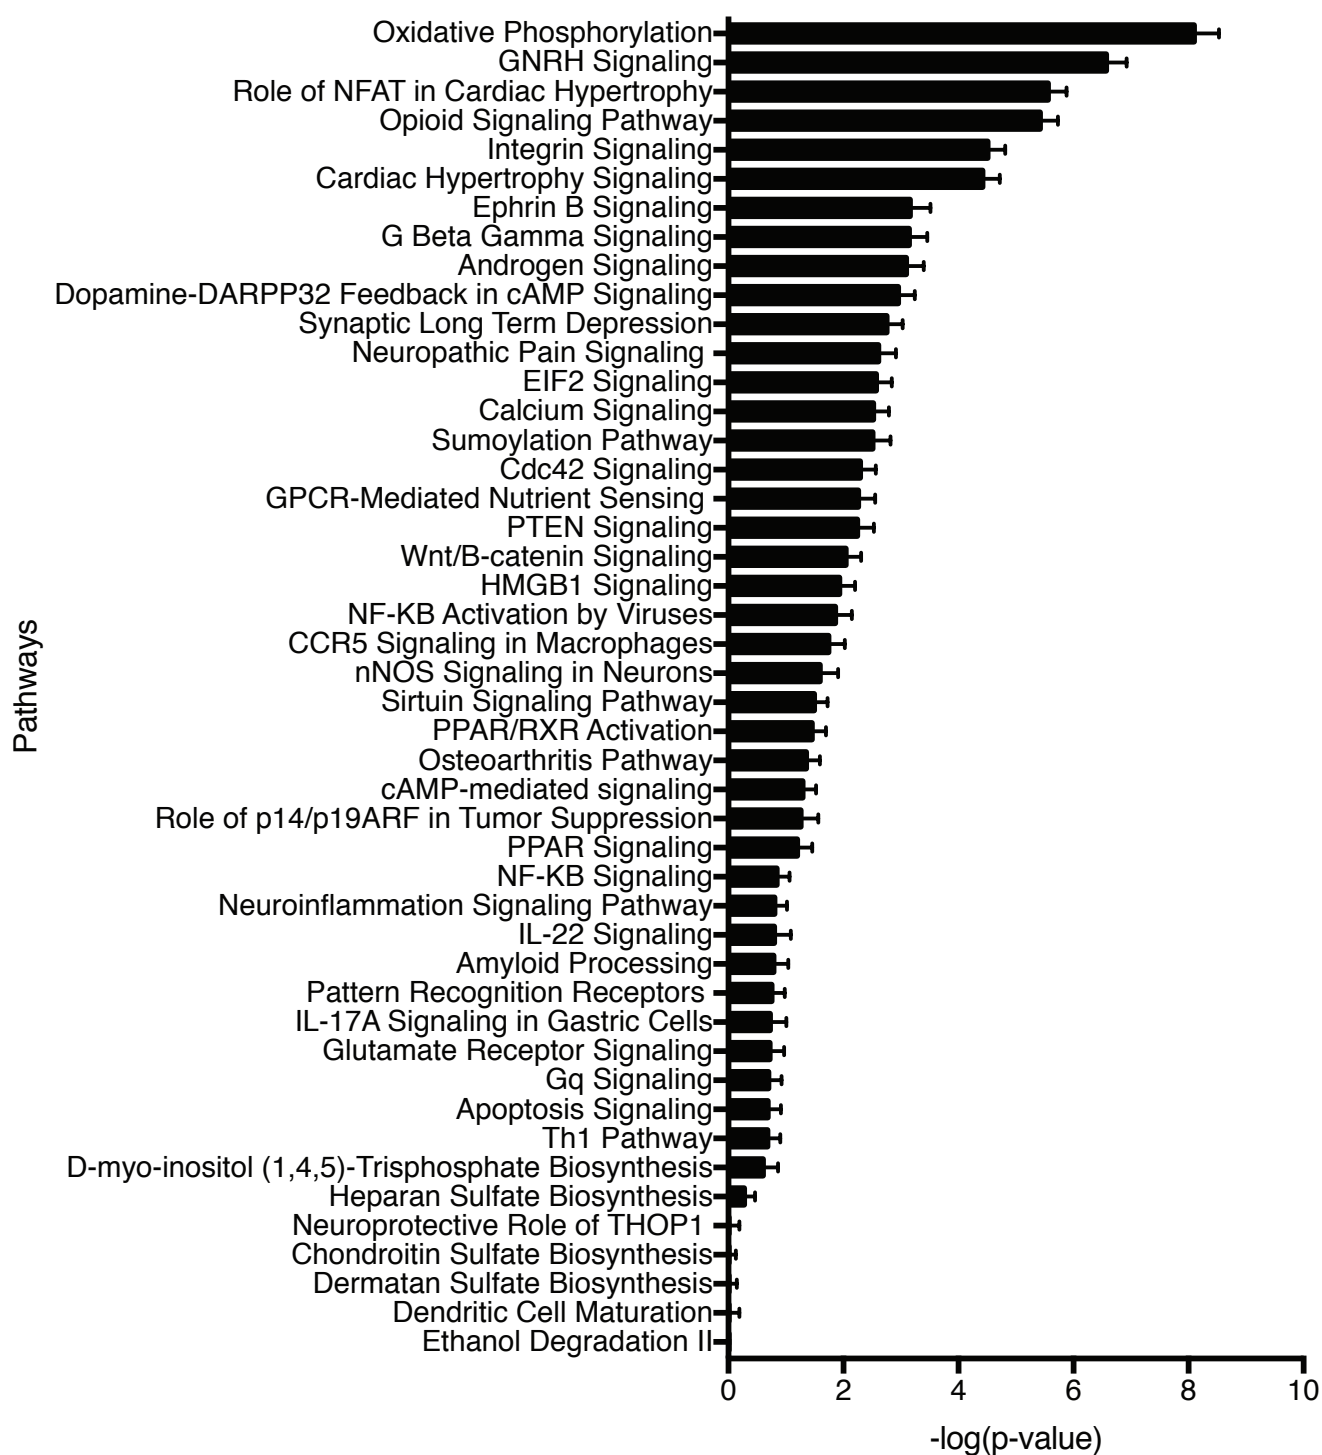

**Supplement:** Supplementary file 1 — Supplemental Figures

# Supplementary material for: Prefrontal cortex interneurons display dynamic sex-specific stress-induced transcriptomes
**Source:** Transl Psychiatry. 2019 Nov 11;9:292. doi: 10.1038/s41398-019-0642-z
**Supplement:** Supplementary file 6 — Supplemental legends

**Supplemental File Legends**

**Supplemental Figure 1: Global and differentially expressed correlations between baseline male and female** *Sst^tdT^* **interneurons and after CUS. (A)** Representative micrographs of mPFC sections stained for endogenous Sst (green), *Sst^tdT^* (red), and merged (yellow) to show overlap. **(B)** Correlation of global transcript levels between male and female *Sst^tdT^* neurons. Pearson coefficient was calculated for correlation (R^2^=0.78). **(C)** Correlation of global transcript levels between CUS males and CUS female *Sst^tdT^* interneurons. Pearson coefficient was calculated for correlation (R^2^=0.302). **(C, lower)** 941transcripts overlapped between CUS female DEGs and male CUS DEGs. 336 transcripts were up regulated. 293 overlapped in direction while 43 did not. 605 transcripts were down regulated. 601 overlapped while 4 did not.

**Supplemental Figure 2: Interneuron subtype-specific transcriptional profiles reveal enrichment of pathways involved in synaptic potentiation and cytoskeletal signaling. (A)** Micrographs showing *Sst^tdT^* and *Pvalb^tdT^* labeled interneurons in the infralimbic PFC of mice and schematic of interneuron subtype isolation and RNA sequencing. **(B)** Box plots showing higher FPKM of *Pvalb* transcripts from *Pvalb^tdT^* sorted cells and higher FPKM *Sst* transcripts from *Sst^tdT^* sorted cells. *P<0.05, Mann-Whitney U test. **(C)** Volcano plot of differential gene expression between *Sst^tdT^* and *Pvalb^tdT^* interneurons, n=8 *Sst^tdT^* or *Pvalb^tdT^* mice (FDR<0.05). Transcripts enriched in *Sst^tdT^* interneurons are red and those enriched in *Pvalb^tdT^*are green. There were 1481 transcripts that significantly differed between *Sst^tdT^* and *Pvalb^tdT^* sorted cells. 156 genes were expressed in *Pvalb^tdT^* that were not expressed in *Sst^tdT^* cells and 228 were exclusive to *Sst^tdT^*. **(D)** Pathway analysis of transcripts enriched in either subtype. Pathways are rank ordered by z-score value.

**Supplemental Figure 3. CUS does not alter the number of *Sst^tdT^*** **interneurons in somatosensory cortex. (A)** Male and female *Sst^tdT^* mice were exposed to 14 days of CUS or left undisturbed as controls and brains were collected for immunohistology. Representative confocal images of *Sst^tdT^* interneurons in the somatosensory cortex of male or female mice. **(B)** Quantification of the total number of *Sst^tdT^* interneurons in each lamina of the somatosensory cortex (*n* = 3/ group). Overall CUS did not affect the number of *Sst^tdT^* interneurons in the somatosensory cortex.

**Supplemental Figure 4. CUS causes depressive-like behaviors in *Sst^tdT^*** **mice.** **(A)** Schedule of CUS paradigm and behavioral testing. **(B)** Total distance in the open field (main effect of sex F_1,28_=9.20 p<0.005); **(C)** latency (main effect of stress F_1,28_=8.42, p<0.007); and **(D)** time spent in the center of the field (main effect of stress F_1,28_=9.05, p<0.005) are shown. **(E)** Time spent immobile in the forced swim test (main effect of stress F_1,28_=18.62, p<0.0001). Bars represent mean +/- SEM, n=8 per group. *P<0.05, #P=0.08, significantly different from respective control group-based ANOVA.

**Supplemental Figure 5**. Complete list of enriched pathways of transcripts differentially expressed between human males and females in area 25.

**Supplemental Table 1**. All significant DEGs from all RNA-seq experiments.

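Each sheet of Table S1 holds the genes of 1 comparison with the mean FPKM of both groups, a log2 fold change, a p-value and an adjusted value. The means are those of untransformed FPKM over libraries, which is why a single high library weighs more there than in a mean of log2 values. The sheet for the sexes lists 1468 genes lower and 527 higher in females as the paper's values, and 1991 of its genes are in the deposited table. The sheet for male CUS lists 1087 lower and 494 higher, and 1578 of its genes are in the table. The smallest p-value in every sheet is 5e-05. Averages of other sets of libraries matched the paper's male mean for the sexes less well: within 0.02 on the log2 scale in 3.76% of genes for all 7 males and in 1.10% for the 3 dated males.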

**Supplemental Table 2**. List of transcripts overlapping between control female DEGs and male CUS DEGs.

**Supplemental Table 3**. List of transcripts overlapping between male CUS and female CUS DEGs.

**Supplemental Table 4**. List of transcripts overlapping between human male MDD DEGs and control female DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

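RNA-seq libraries of FACS-sorted tdTomato-tagged interneurons from the mPFC were analysed: control Sst mice (7 females and 7 males), Sst males after 14 days of CUS (3) and control Pvalb males (7). The sample labels place 6 further libraries in a condition (1 from a nonstressed Pvalb female, 3 from Sst females after CUS and 2 from Pvalb females after CUS), which are not analysed here. The comparisons that need them were therefore not made: sex in Pvalb mice, CUS in Sst females, the difference between the sexes in the response to CUS, and the overlap of male and female CUS genes.

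The authors deposited 1 table of FPKM for 23993 genes, identified by symbol, in 24 libraries. The Methods state that the authors trimmed the reads, aligned them to mm10 with HISAT2 and quantified genes with StringTie, and name mm9 with TopHat2 in the sentence before. The authors used DESeq2 on counts for differential expression and FPKM for display, called a gene expressed above 0.4 FPKM, eliminated samples more than 2 standard deviations from their group mean and removed batch effects with ComBat. The Methods also name Fisher's exact test with a false discovery rate of 0.05. Whether ComBat was applied to the deposited values is not stated. The upper quartile over genes is alike in all libraries while the totals differ, so the values are scaled between libraries as well. Counts were not used here, so the authors' DESeq2 test was not repeated.

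The number of reads per library is unknown. The lowest values of a library are multiples of a step when scaled by gene length, and the ratio of steps gave a relative depth of 0.459 to 2.47 (SST2-F = 1). It is approximate, since 7.09% to 25.9% of the genes with low values lay at the step. Between 12124 and 14255 genes per library were above 0.4 FPKM. No interval for counting error can be given without counts, and an exact 0 can be a failed estimate as well as a lack of reads.

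Libraries whose log2 ratio over genes above 5 FPKM in both had an SD under 10% of that of the next closest pair of their group were averaged and counted as 1 sample. This applied to SST0-M with SST1-M and to PV0-M with PV2-M, and left 22 of the 24 libraries as samples. Male Sst controls were also split by the kind of title, 3 numbered samples after averaging and 3 dated ones, because all CUS libraries have dated titles.

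Values were transformed to log2(FPKM + 1), and log2 fold changes are on that scale. Genes with a mean above 0.4 FPKM over the samples compared were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and robust), two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The plan for the tests allowed for counts or for FPKM, and limma was the choice for FPKM. Gene sets (79 cytosolic ribosomal protein genes, the genes of Fig. 1f, Fig. 3e, Fig. 3g and Fig. 4e, and cell type markers) were taken as the mean log2(FPKM + 1) per sample and compared by two-sided exact permutation tests of the difference of means. Overlaps of gene lists were tested with the one-sided exact hypergeometric test over genes tested in both comparisons. The share of ribosomal protein genes in an overlap was tested with the two-sided Fisher's exact test. Lists matched on transcript length (from GENCODE M1) and mean expression, 10000 per comparison, were drawn from the 50 nearest protein-coding genes of each ribosomal protein gene. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps. Gene positions are those of the RefSeq annotation of GRCm38.p6, in which 22499 of the 23993 symbols were found.

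The procedure was tested on simulated data in which 200 genes of 14566 were changed by known amounts. With 7 against 6 libraries, limma recovered 84.0% of them with 11 unchanged genes called, with 13 against 6 it recovered 91.5% with 6, with 7 against 3 79.5% with 13, and with 3 against 6 74.0% with 8. With 3 against 3 (14565 genes) it recovered 47.5%, with 7 unchanged genes called. The noise was drawn from the spread within each condition and title series. The changed genes were taken from those of higher expression and without the largest spread. Recovery may therefore be lower where a group mixes title series, and for genes of low expression or large spread.

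Genes were named by a rule: the genes of Fig. 1f, Fig. 3e and Fig. 4e and the 5 hubs of Fig. 4g in their comparison, Sst, Pvalb, 6 sex-linked genes (Xist, Tsix, Ddx3y, Eif2s3y, Uty and Kdm5d), marker genes, and in each tested comparison the 3 largest rises and the 3 largest falls among genes past the threshold whose groups did not overlap in any sample. Slc1a3 and genes listed at 0 in every library of a group were named after their values were seen. Some genes that the rule names are not reported here, and counts of single genes leave them out, while the means of gene sets hold all genes of each set. The rule, the main tests and a list of alternatives were fixed before the data were examined. The alternatives were the filter on low values, the pseudocount (0.1 and 5), scaling to a common median, quantile normalization, a minimum log2 fold change of 1, the microglia markers as a covariate, the choice of male controls, the title series or the sex as a covariate, a block for libraries of the same number, and leaving out each replicate. Counting near-identical libraries separately, leaving out genes listed at 0 in every library of a group, controls of both sexes for CUS, numbered male controls in both lists of an overlap or in the sex list only, the dated males for R², further settings of R² for Sst and Pvalb, the same-numbered libraries without a block, female Sst libraries alone against Pvalb, and leaving out each numbered male control were chosen after seeing the data.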

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

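The tests of the Xist signal, of RNA from other cells and of the small RNA genes were chosen only after the result was seen.

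In 6 of the 21 groups tested, the highest or lowest sample lay far from the others by Dixon's test at 95%, where chance gives about 1 in 20. The measures share libraries and genes, so these are not independent. The averaged pair PV0-M and PV2-M was highest among the 6 Pvalb male samples in the mean log2(FPKM + 1) of the genes of Fig. 1f (6.29, next 6.03) and lowest in that of the genes of Fig. 3e (6.39, next 6.78) and of Fig. 3g (5.17, next 5.42). SST-F was highest among the 7 female Sst samples in the genes of Fig. 1f (6.23, next 5.95) and in the Sst transcript (49.3 FPKM, next 18.2) and lowest in the growth factor genes of Fig. 4e (4.79, next 5.15). Both samples belong to the same condition as the others of their group, so no biological explanation was tested. Dropping SST-F was not among the alternatives run.

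Xist, a transcript of the inactive X chromosome, had 333.1, 302.8 and 300.2 FPKM in PV1-M, PV4-M and PV5-M, libraries labelled as male, and at most 6.64 in the other Pvalb libraries. The paper does not report it. A swapped label would leave the Y-linked genes at 0, and the lowest Eif2s3y value of the 3 was 8.58 FPKM, so these are not purely female libraries. A mixture of RNA from both sexes would put Y-linked genes below those of the other Pvalb male libraries, and Ddx3y was at most 2.15 FPKM in the 3 libraries and at least 7.97 in the others. A mixed sample may therefore explain the signal. No stress or sex condition in the design offers a biological explanation, and none was tested.

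Microglia markers (12 genes) had a mean log2(FPKM + 1) of 8.20 in the 13 control Sst samples, where interneuron markers (10 genes) had 1.52. The mean of oligodendrocyte markers was 6.00 and that of astrocyte markers 5.51. In 13 of the 13 samples the microglia markers lay above the interneuron markers. Pvalb males had 9.18 and 2.11 for the same 2 sets. RNA from other cells may thus lower interneuron transcripts in both lines. Whether it accounts for the lower Sst transcript in Sst than in Pvalb samples was not decided: microglia markers were higher in Pvalb samples, while oligodendrocyte markers (5.39 in Pvalb samples) and endothelial markers (3.40 in Sst and 1.52 in Pvalb samples) were higher in Sst samples. No unsorted tissue was available to set beside these values, so what share of the RNA came from interneurons was not measured. A biological explanation has no condition in the design to test it.

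Small nucleolar and small Cajal body RNA genes held at least 53.5% of the FPKM in each of the 6 dated libraries, stressed and unstressed, and at most 8.29% in each of the 18 others. Without these genes, the highest total of the dated libraries was 380938, within the range of the others (264578 to 417019). The larger FPKM totals of the dated libraries may thus come from a few genes taking most of the FPKM. How the libraries of the 2 title series were made is not stated in the paper's text.

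Between the dated and the numbered male controls, which share sex, cell type and lack of stress, 585 genes had a limma adjusted p below 0.05 (257 higher and 328 lower in dated). Of the 10 splits of these 6 samples, 1 gave as many, the real one, and the highest of the others gave 4, but 10 splits cannot give a share under 0.1. The largest rises were Snord33, Mir6236 and Snord55, listed at 0 in the numbered samples, and the largest falls were Snora31, Mir24-2 and Mir8097, listed at 0 in the dated ones. The design gives no condition that separates these samples, so no biological explanation was tested, and the pattern cannot be told apart from a library batch.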

How the results depend on the processing

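The tests marked as added were chosen only after the result was seen.

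Over 16 results that answer a comparison, 126 values under alternatives were computed. Counts were called moved at a ratio above 1.5 and R² at a change of 0.1 or more, and differences were judged by direction and by the side of the threshold in the exact permutation test. By these rules 80 values stayed, 4 became weaker, 2 stronger, 39 moved and 1 reversed. Scaling the libraries changed the median log2 fold change of all genes by less than 0.1 in every comparison. Where a value below moved, the cause was not tested unless a value is given for it.

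The number of genes between the sexes (1699 with all male samples) stayed between 1460 and 2317 under the filter, scaling, pseudocount and covariate settings. It was 865 with a log2 fold change of at least 1, 493 with numbered males and 6032 with dated males. Leaving out genes listed at 0 in a whole group (added) gave 467 with numbered males. Leaving out SST3-M, the averaged pair or SST4-M among numbered males (added) gave 100, 899 and 1090 genes. With the libraries of the same number in both sexes (1, 3 and 4) and the number as a block, 11 genes passed, and 24 without the block (added). Deviations of same-numbered libraries from their group correlated on average by −0.0237 between the sexes and by 0.0202 between male Sst and Pvalb libraries, and the libraries come from different animals, so the number gives no pairing. Of 100 splits of the 13 samples that part as many same-numbered libraries, 1 gave as many genes as the real one. The highest of the others gave 1562 and set SST-F with the 6 males. With numbered males only, 1 of the 8 splits that part as many same-numbered libraries gave as many, which cannot give a share under 0.05, and of 100 splits drawn without that limit 2 gave as many, the other one 1245.

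Between Sst and Pvalb samples (1133 genes), 1 of 100 splits gave as many, and the highest of the others gave 260. The number was 565 with a log2 fold change of at least 1, 2 with the microglia markers as a covariate (1008 at an unadjusted p under 0.05), 1953 with sex as a covariate, 491 with males only and 13 with numbered males only. The microglia markers separated the 2 lines fully, so that covariate cannot be told apart from the line. Same-numbered males gave 10 genes with a block and 10 without (added). The Sst transcript differed by −0.95 with females only (added, exact permutation test, p = 0.0991), which no longer passed. In all other settings it stayed lower in Sst samples, from −3.33 to −1.99, and the Pvalb transcript stayed lower in Sst samples in every setting, from −3.37 to −1.32.

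The number after CUS (1 with all male controls) was 3 without a filter on low values and 3 with near-identical libraries counted separately (added). Leaving out each CUS library gave from 1 to 3. It was 2309 with numbered controls and 6 with controls of both sexes (added). Without genes listed at 0 in a whole group (added), it was 0 with all male controls (1071 at an unadjusted p under 0.05), 0 with dated, 2281 with numbered and 2 with controls of both sexes. Slc1a2, the 1 gene past the threshold with all male controls, is among the genes left out. Of the 84 splits of the 9 samples, 13 gave as many genes, and the split of the 3 numbered controls from the 6 dated libraries gave 3949, so against numbered controls the title series and CUS cannot be told apart. With the title series as a covariate, 1 gene passed (333 at an unadjusted p under 0.05). With controls of both sexes, 3 of 100 splits gave as many, up to 1321, and with dated controls 6 of 10 did. In simulated data with 3 against 6 libraries, limma recovered 98.0% of genes changed by log2 2 and 50.0% of those changed by log2 1. With 3 against 3, the size of the comparison with dated controls, the shares were 87% and 8%. Changes of log2 1 would mostly be missed there. The simulated noise held no difference between the title series, so the shares may be too high for male controls that mix both series.

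Dated against numbered controls gave 585 genes, 381 without a filter, 1110 with quantile normalization and 230 with the microglia covariate, and from 54 to 149 with each single library left out (1962 without the averaged pair).

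The ribosomal protein genes differed between the sexes by −0.27, by −0.65 with numbered males (exact permutation test, p = 0.0333) and by 0.10, reversed, with dated males (p = 0.533 from the same exact test). With each numbered male left out (added), the difference from numbered males ranged from −0.87 to −0.43 (exact permutation p from 0.0556 to 0.111). Without SST4-M all 7 females lay below the 2 males left, and p was 0.0556 in that test. No grouping of 7 against 2 can go lower. These settings, counted as weaker above, could therefore not pass and show no loss of the result. After CUS the ribosomal protein genes were lower in every setting, from −0.84 to −0.095, and none passed (exact permutation p from 0.1 to 0.8). The growth factor genes of Fig. 4e, higher after CUS in males by 0.21 (exact permutation test, p = 0.357), differed by 0.31 with quantile normalization (exact permutation test, p = 0.0238). They differed by 0.31 with dated controls (p = 0.1 from the same exact test, the smallest possible). With controls of both sexes (added) the difference was 0.048 (p = 0.939 from the same exact test). For the sexes, R² across genes was 0.0329 on the linear scale with all male samples, and 0.718 with dated males (added). For Sst and Pvalb it was 0.121 on the linear scale (added). The overlap of the sex and CUS genes, 0 with all male controls, was 1431 with dated males for sex and numbered males for CUS (exact hypergeometric test, p = 3.00e-98) and 217 with numbered males in both (added, p = 1.48e-54 from the same exact test).

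Of 23 named genes in the sex comparison, 16 reversed in at least 1 setting. With numbered males the log2 fold change was −0.28 for Pik3r3, −1.08 for Rpl10a, −1.69 for Rpl22l1, −1.14 for Rpl39, −1.03 for Rpl41, −1.20 for Rps21 and −0.53 for Rras. With dated males it was 0.30 for Eif2s1, 0.55 for Frs2, 0.10 for Pik3cb, 0.86 for Rpl10, 0.58 for Rpl36al, 0.66 for Rps12, 0.73 for Rps13 and 0.35 for Rps18. With same-numbered libraries, block or none, it was −0.13 for Acta2, −0.18 for Pik3r3, −1.10 for Rpl10a, −1.68 for Rpl22l1, −1.49 for Rpl39, −1.42 for Rpl41, −1.60 for Rps21 and −0.85 for Rras. With near-identical libraries counted separately (added) it was −0.066 for Pik3r3, −0.13 for Rpl10a, −0.030 for Rpl22l1, −0.071 for Rpl39, −0.017 for Rpl41, −0.27 for Rps21 and −0.11 for Rras. Quantile normalization gave 0.20 for Rpl10 and 0.11 for Rps13, and the microglia covariate −0.018 for Rpl39 and −0.11 for Rps21. After CUS, 3 of 6 named genes reversed. They were Rpl22l1 (0.64), Rpl36al (0.22) and Rpl37a (0.14) with dated controls or the title series as a covariate. With the microglia covariate they were Rpl22l1 (0.34) and Rpl36al (0.22). The microglia markers of the CUS samples were at most 7.46 and those of the male controls at least 7.49, so there the covariate carries the stress contrast as well. Of the other values, 7 became weaker and 9 stronger for sex, 3 stronger for CUS and 19 weaker for Sst against Pvalb. The 6 genes named for dated against numbered controls stayed the same in all 78 values.

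Not run, because 6 libraries are not analysed here, were the alternatives for sex in Pvalb mice, CUS in Sst females, the interaction of sex and CUS, the overlap of male and female CUS genes and the female gene sets. Without read counts, the depth behind low FPKM limits what a listed 0 can show.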

Differences from the paper's values

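The tests marked as chosen after seeing the values were chosen only after the result was seen. Values marked as the paper's are from its text, its legends or Table S1. A count or share was taken to differ when the larger was more than 1.5 times the smaller, and a log2 fold change when its sign differed or the gap was above the SD between samples.

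In the sex comparison the paper's number of genes lower in females is 1461 and the value here is 789. Of the alternatives set before the data were examined, quantile normalization (990) and the microglia markers as a covariate (1029) closed the gap, and the other 9 did not. Counting near-identical libraries separately, chosen after seeing the values, also closed it (976). The paper's number of genes higher in females is 534 and the value here is 910. No filter on low values (789), a common median (743), pseudocount 0.1 (781) and a log2 fold change of at least 1 (512) closed the gap, and the other 7 did not. With the numbered males, the paper's samples, the numbers were 240 lower and 253 higher, which closed neither gap. Leaving out SST4-M (549) or the averaged pair (519) among numbered males, chosen after seeing the values, closed the second gap as well.

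The paper's number of genes expressed only in Pvalb is 156 and the value here is 467, and its number only in Sst is 228 against 819 here. No alternative was set for these before the data were examined. Taking as exclusive only genes with a mean of exactly 0 in the other line, chosen after seeing the values, gave 44 and 182, of which only the second closed the gap.

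After CUS, the paper's number of genes is 1581 against 1 here, with 1083 lower in the paper against 0 here and 498 higher in the paper against 1 here. At an unadjusted p under 0.05, 1070 genes passed here. Numbered male controls closed the gap for all genes (2309) and for the lower ones (1099) but not for the higher ones (1210). The other 13 alternatives closed none. Numbered controls without genes listed at 0 in a whole group, chosen after seeing the values, also closed the first (2281) and second (1091).

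The paper's overlap is 465 genes against 0 here, with 383 of the same direction in the paper, 82 of opposite direction and 352 lower in both (legend of Fig. 5), against 0 each here. None of the 4 alternatives set before the data were examined closed these. The paper's share is 23% against 0 here, and dated males for sex with numbered males for CUS gave 24.0%, with 98.1% of the overlap in opposite directions. The other 3 did not close it. The paper's Discussion gives a larger share, and 45.3% was found with numbered males in both comparisons, a setting chosen after seeing the values.

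The log2 fold changes of 16 genes of Fig. 1f differed. The paper's values are log2 ratios of mean untransformed FPKM, and those here are differences of mean log2(FPKM + 1). Part of each gap can therefore come from the scale. For genes lower here, the paper's value and the one here were −1.86 and −0.36 for Eif2s1, −1.35 and −0.12 for Frs2, −1.61 and −0.48 for Pik3cb, −1.03 and −0.013 for Rpl10, −2.17 and −0.28 for Rpl36al, −1.66 and −0.21 for Rps12, −1.50 and −0.14 for Rps13, and −1.79 and −0.45 for Rps18. For genes higher here, they were −1.76 and 0.84 for Acta2, −1.44 and 0.29 for Pik3r3, −1.60 and 0.22 for Rpl10a, −2.67 and 0.54 for Rpl22l1, −1.48 and 0.26 for Rpl39, −1.53 and 0.35 for Rpl41, −1.95 and 0.14 for Rps21, and −1.57 and 0.27 for Rras. Numbered male controls closed the gap for 5 (Rpl10, Rpl39, Rpl41, Rps12 and Rps18). Same-numbered libraries with a block closed it for those 5 and for Frs2, Rpl10a and Rps21, 8 in all, as did the same libraries without a block, chosen after seeing the values. The other 8 alternatives set before the data were examined closed none.

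The paper lists the genes of Fig. 1f as significantly lower in females. With all male samples 0 of these 16 passed the threshold (0 at an unadjusted p under 0.05), and with numbered males Rpl10 did. Leaving out single numbered males was chosen after seeing the values. Without SST4-M 10 passed, without SST3-M 0 and without the averaged pair 0. The paper lists the 5 genes of Fig. 3e as significantly lower after CUS. With all male controls 0 passed (0 at an unadjusted p under 0.05), and with numbered controls Rpl10a, Rpl22l1 and Rpl37a did. The paper states that the Sst transcript is higher in Sst than in Pvalb cells, and here the log2 difference was −2.05. Table S1 lists 1468 lower and 527 higher genes for the sexes and 1087 and 494 for CUS as the paper's values, and Table S3 has 398 genes of the same direction, 67 of opposite direction and 344 lower in both, none of which is the number in the paper's text.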

Other observations

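The tests of the title series on the ribosomal protein genes and on the genes found with numbered controls, of single libraries, of the near-identical pairs, of Slc1a2 and of the correlation with disjoint controls were chosen only after the result was seen.

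The lower ribosomal protein genes after CUS may reflect a library batch given by the kind of title. CUS libraries differed from the dated controls by −0.095, less than the SD of those controls (0.211), while dated and numbered controls, none stressed, differed by −0.75. The fall between dated and numbered controls was shared by genes of like length and expression: matched lists had a mean log2 fold change of −0.76 and the set was at percentile 55.9 of them. Gene length bias alone does not explain the difference of −0.47 from all male controls: the mean log2 fold change of the set was at percentile 0.18 of 10000 lists matched on transcript length and expression, with 77 of the 79 genes measured. Against controls of both sexes it was at percentile 10.2. Against numbered controls a response to CUS cannot be told apart from the batch. Within the dated titles, only SS04031R among the controls shares the number in the CUS titles, and all 3 CUS libraries lay below it, so with 1 such control a batch within the dated titles was not tested.

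Whether ribosomal protein genes were lower in females depended on the title series of the males, since against dated males the difference was 0.10. Gene length bias does not account for all of it: against all males 0% of the matched lists lay as low. Against numbered males the set was at percentile 0.01, but the matched lists themselves had a mean log2 fold change of −0.41, so a large part of that difference was shared by genes of like length and expression. The averaged pair of near-identical males alone does not give the direction, since without it the difference from numbered males was −0.43. That difference had p = 0.111 (exact permutation test), but with 7 females against 2 males this test cannot pass the threshold. The pair may thus account for part of the −0.65 found with all numbered males. No female library has a dated title, so a sex difference and a batch difference cannot be told apart outside the numbered titles, and inside them the difference of −0.65 rests on 3 male samples.

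Of the genes that passed between CUS males and numbered controls, 0.0439% passed against dated controls, and 235 of 2276 had an unadjusted p under 0.05 there. Since only 1 gene in all passed against dated controls, the first share was bound to be near 0 and does not decide between a library batch and CUS. In all, 2279 of 2283 changed in the same direction between dated and numbered controls as between CUS and numbered controls. These comparisons share the numbered controls, which by itself favours the same direction. Of the genes the paper lists for CUS, 64.2% changed in its direction against dated controls, between the values predicted with and without a batch, so this does not decide between batch and CUS.

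The overlap of the sex genes and the CUS genes is also open. With dated males for sex and numbered males for CUS, 1.89% of the overlap had the same direction, but a batch difference between the 2 kinds of males alone gives opposite directions in that pairing, so the test cannot separate shared controls from a lack of overlap. Unstressed dated males set against numbered males shared 31 genes with the sex comparison (18.8 by chance, exact hypergeometric test, p = 0.00438), 87.1% in the same direction, so a batch could give an overlap of this kind without stress. That comparison shares the numbered males with the sex comparison. With disjoint controls (numbered for sex, dated for CUS), the log2 fold changes of 14538 genes correlated with r = 0.27 when taken from group means. An exact permutation test over the 20 splits of the 6 dated libraries gave p = 0.6, where 0.1 is the smallest possible, and 12 of the 20 splits gave a correlation as large in size.

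SST0-M with SST1-M, and PV0-M with PV2-M, may each be the same library deposited 2 times: the spread of log2 ratios in a pair was at most 7.96% of the next smallest in its group. No biological explanation was tested.

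Genes listed at 0 in every male Sst library and above 5 FPKM in each other library included Arhgap21, Cdk8, Filip1l, Jarid2, Lars2, Peak1 and Zc3h7a. Slc1a2 was listed at 0 in every control Sst library and had at least 740.9 FPKM elsewhere, which may be a failed estimate in the authors' quantification. Slc1a3, another astrocyte marker, had at least 166.8 FPKM in those controls, so the absence of astrocyte RNA is an unlikely explanation. The 1 gene past the threshold after CUS with all male controls rests on it.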
